# Gene Expression Profiling of Two Distinct Neuronal Populations in the Rodent Spinal Cord

**DOI:** 10.1371/journal.pone.0003415

**Published:** 2008-10-15

**Authors:** Jesper Ryge, Ann-Charlotte Westerdahl, Preben Alstrøm, Ole Kiehn

## Abstract

**Background:**

In the field of neuroscience microarray gene expression profiles on anatomically defined brain structures are being used increasingly to study both normal brain functions as well as pathological states. Fluorescent tracing techniques in brain tissue that identifies distinct neuronal populations can in combination with global gene expression profiling potentially increase the resolution and specificity of such studies to shed new light on neuronal functions at the cellular level.

**Methodology/Principal Findings:**

We examine the microarray gene expression profiles of two distinct neuronal populations in the spinal cord of the neonatal rat, the principal motor neurons and specific interneurons involved in motor control. The gene expression profiles of the respective cell populations were obtained from amplified mRNA originating from 50–250 fluorescently identified and laser microdissected cells. In the data analysis we combine a new microarray normalization procedure with a conglomerate measure of significant differential gene expression. Using our methodology we find 32 genes to be more expressed in the interneurons compared to the motor neurons that all except one have not previously been associated with this neuronal population. As a validation of our method we find 17 genes to be more expressed in the motor neurons than in the interneurons and of these only one had not previously been described in this population.

**Conclusions/Significance:**

We provide an optimized experimental protocol that allows isolation of gene transcripts from fluorescent retrogradely labeled cell populations in fresh tissue, which can be used to generate amplified aRNA for microarray hybridization from as few as 50 laser microdissected cells. Using this optimized experimental protocol in combination with our microarray analysis methodology we find 49 differentially expressed genes between the motor neurons and the interneurons that reflect the functional differences between these two cell populations in generating and transmitting the motor output in the rodent spinal cord.

## Introduction

The microarray technology combined with laser microdissection (LMD) makes it possible to study the gene expression profiles of identified cell populations [1], [2]. These advances have been embraced by the field of neuroscience to use the microarray expression profiles either as static classifiers of neuronal cell types in combination with more traditional anatomical and electrophysiological classification schemes [3]–[6] or to address the dynamics of global gene expression regulation within identified cell populations during development or in connection with disease and injury states [7], [8].

In the present study we aimed at establishing an experimental protocol that enabled us to compare the static gene expression profiles of fluorescently identified neuronal populations in the mammalian spinal cord that are directly involved in controlling and generating basic motor behaviors, like locomotion. We sampled neurons from the isolated rodent spinal cord of newborn animals, the dominant experimental model for the study of spinal networks that generate locomotion in mammals [9]–[12]. Two cell populations in the lumbar spinal cord that can be readily identified by fluorescent retrograde tracing [13] and which have been subject to extensive anatomical and electrophysiological characterization were examined here: the motor neurons (MNs) and the descending commissural interneurons (dCINs). These two groups of cells have distinct physiological functions in the spinal cord. The dCINs are integral elements of spinal interneuron networks that generate rhythmic locomotor movements and participate in the left-right coordination of hind limbs during locomotion [9], [14]–[17]. The MNs are principal output neurons of the spinal cord that transmit all motor related patterned activity to the muscles. Though being functionally distinct neuronal groups it is not know to what an extent these cell populations can be distinguished at the transcriptional level. However, differences in gene expression between neuronal cell types are likely to be relatively small, so both the experimental protocol and the subsequent analysis had to be optimized to detect small, but consistent, differences in gene expression. As part of this study we also introduce a new pre-processing method of microarray probe set intensity values that helps with the inspection of microarray quality and aides the choice of background compensation and normalization procedure. To identify differentially expressed (DE) genes we use a conglomerate classifier that for a given FDR threshold combines three existing methods, limma [18], Cyber-T [19] and SAM [20], to produce a set of significantly DE genes.

Our results show that amplified antisense RNA (aRNA) hybridized onto GeneChip® Rat Neurobiology U34 Arrays (RN_U34 chips) originating from as few as 50–250 cells detect 49 genes out of the 1050 annotated probe sets on these arrays as consistently differentially expressed between MNs and dCINs. In the MN population 17 genes were more expressed than in the dCIN population, while 32 genes were found to be more expressed in the dCIN population compared to the MNs. The DE genes reflect the anatomical and functional differences between these two neuronal populations. Together our results provide new insight to the transcriptional profiles of spinal neurons and outline an experimental approach that can be applied to examine the gene expression of individual cell populations in both the normal or diseased spinal cord.

## Results

### Cell identification, laser microdissection, isolation and amplification of RNA

In order to identify the two cell populations, MNs or dCINs, they were fluorescently labeled with the retrograde tracer rhodamine [dextran, tetramethylrhodamine (RDA)]. RDA labeling of MNs and dCINs is a well-established method in the rodent spinal cord [13], 21. As shown in Figures 1A and B, the RDA tracer is applied to cut axons of the target cells and retrogradely transported back to the cell bodies. After the RDA incubation we 1) immediately snap-froze the spinal cord with CO_2_, 2) cryo sectioned the lumbar (L) segment 2 into 10 µm sections which were subsequently mounted on polyester (POL) membrane slides and 3) laser microdissected the identified cells. The laser microdissected cells were lysed and the RNA was isolated, amplified and biotinylated giving good quality aRNA for microarray hybridization. An example of the LMD can be seen on Figures 1C and D.

**Figure 1:**
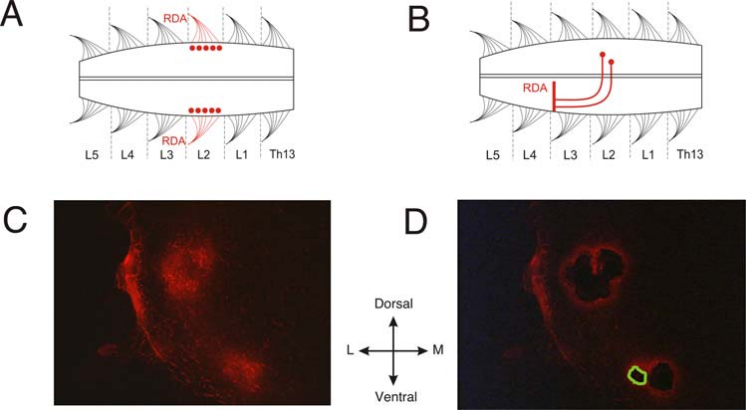
Labeling and laser microdissection. A and B show the schematic labeling procedure of cell populations in the lumbar spinal cord of the neonatal rat. RDA is applied to cut axons and retrogradely transported to the cell bodies. A shows MN labeling and B shows dCIN labeling. C and D illustrate the LMD of MNs in 10 µm thick spinal cord transections. Orientation: midline (M) is towards the right, lateral (L) is towards the left and ventral is downwards. C shows a spinal cord transection before LMD and D after LMD. The green thick outline illustrates vaporized tissue due to the laser action from the dissection of one cell, so in essence less tissue is dissected than the wholes might suggest. Each labeled cell is cut out separately to minimize contamination from surrounding cells.

### Microarray expression profiles and signal quality

Twenty-two microarrays were each hybridized with 5 µg amplified and biotinylated aRNA obtained from 50–250 laser microdissected cells originating from 22 separate animals, producing the following set of sample arrays: 7 MNs, 7 dCINs and 8 MIX (random sampling in the ventral horn). 

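Each array carried the RNA of a single animal, a rat of postnatal day 0 to 4, with 7 dCIN, 7 MN and 8 MIX arrays. The sample labels give 50 to 100 cells per dCIN sample (median 75), 55 to 250 per MN sample (median 100) and 95 to 187 per MIX sample (median 112.5). The deposited table holds 1050 probe sets as intensities on a linear scale, which the authors made by global background subtraction, QLT and QPN of the PM probes and Li-Wong expression summaries. Values ran from 1 to 8642, and the median signal of an array was 43.5 to 50.9 among dCINs, 44.3 to 50.8 among MNs and 45.0 to 48.2 among MIX arrays. From there the summaries were log2-transformed without further normalization, and dCINs were compared with MNs probe set by probe set with limma. A probe set was called DE at a Benjamini-Hochberg adjusted p under 0.1, and a positive log2 difference means a higher signal in dCINs. Of the probe sets, 961 carried 1 gene symbol, and 647 distinct genes were named. For arrays the number of replicates limits the precision. Differences were taken between arrays for the same probe set. Signals of different probe sets were set against each other to choose the brightest for each gene and for the 3' and 5' control probe sets. Some levels are also given beside those of glial markers.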

Before calculating gene expression summaries and exploring the data set for DE transcripts, the microarrays were pre-processed in order to transform all intensity values onto a common scale, i.e. background subtraction and normalization. Three background measures were tested: MAS, RMA and Global. Inspection of the probe intensity distributions after MAS or RMA background subtraction showed an extra peak at low intensities that were not present in the raw probe intensity distributions. To maintain the signal structure of the low intensity values and prevent the appearance of such a peak for low intensity probes, each array distribution was set to an intensity floor of zero by implementing the Global background subtraction.

Following the Global background compensation we implement the quantile linear transformation (QLT) normalization procedure (see Materials and Methods). QLT is a linear transformation procedure we developed in order to visualize the generally accepted hypothesis that all samples have identical gene expression distributions, the principle of which is illustrated in Figure 2. Figure 2A shows the raw perfect match (PM) distributions of all 22 arrays plotted together with the average distribution. From these plots it is not apparent if all the raw distributions belong to a common expression distribution (e.g. the average distribution highlighted as the black dotted line) or if they constitute a set of different families of distributions (e.g. one distribution per experimental group). However, when the QLT distributions are plotted (Figure 2B) the clear superimpositions of these scaled curves do indeed indicate that all arrays in our study follow a common PM intensity distribution. When inspecting the quantile-quantile-plots (qq-plots) in Figure 2C we find small deviations in the distribution tails, which are less obvious in Figure 2B. These deviations are rather small and constitute less than 5% of the genes for each array. We assume that these nonlinear effects that the QLT distributions reveal are of experimental nature and not biological.

**Figure 2:**
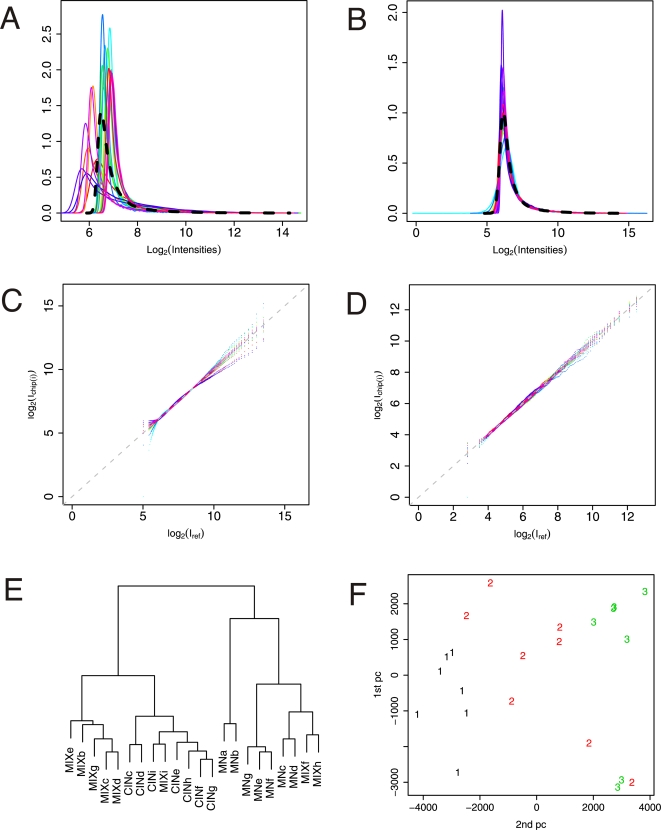
Affymetrix array normalization and quality control. The color code for each distribution is the same throughout A–D. A. The distributions of log_2_ transformed raw PM intensity values. The black dashed line illustrates the average distribution, *I_ref_*, of all 22 arrays (7 MNs, 7 dCINs and 8 MIX) in both A and B. B. QLT distributions of array PM intensities. C. qq-plots of the QLT distributions versus the average distribution. Deviations from *I_ref_* most pronounced at the distribution tails, i.e. at low and high intensities. D. qq-plot of Li-Wong summaries based on QLT+QPN PM values. E. Dendogram based on hierarchical clustering of correlation distance between individual microarray expression profiles (Li-Wong expression measures). The two major branches contain the two cell groups, MNs and dCINs respectively. MIX is dispersed in between the two groups. F. First two principal components of the gene expression profiles illustrating the Euclidian separation of individual microarrays. MNs and dCINs are nicely separated by the MIX, which are scattered in between these two groups. Symbols: 1 (black) = dCINs, 2 (red) = MIX, 3 (green) = MNs.

Expression summaries were calculated based on the normalized PM intensity values. QLT could have sufficed as a normalization procedure in its own right, but dendrograms (i.e. tree diagrams) based on correlation distances between gene expression profiles indicated that the addition of quantile projection normalization (QPN) [22] after QLT had a slight positive effect on the clustering of expression profiles into the correct experimental groups. Thus, RMA expression profiles based on either QLT or QPN alone failed to classify all arrays correctly according to experimental groups, whereas Li-Wong based on either normalization procedure did so correctly (not shown). However, both Li-Wong and RMA expression profiles based on QLT followed by QPN classified all the arrays correctly. This is illustrated for Li-Wong expression profiles in Figures 2E and F (and for RMA in Supplementary Figure S1). 

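Arrays of dCINs and of MNs fell into separate branches of the tree, with all 7 dCIN arrays in 1 branch and all 7 MN arrays in the other. Among the bright probe sets, that for Nefl, the neurofilament light chain, had a signal of 1682 ± 207 in dCINs and 3867 ± 545 in MNs (SD, n = 7 arrays each). The probe set for Apoe, a lipid carrier, had 6027 ± 869 in dCINs and 3768 ± 798 in MNs. The tree was built on linear summaries with 1 minus Pearson's correlation as the distance and complete linkage. A placement of 14 of 14 labelled arrays had an exact permutation p of 0.000583, the smallest that 7 arrays against 7 allow. With Ward linkage, or on probe sets with 1 gene symbol, all 14 labelled arrays lay with their own cell type. With average linkage, or on log2 values, the count was 9, so those trees did not separate the cell types. A single branch with all 14 arrays would already hold 7 of its own type.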

The dendrogram in Figure 2E shows that the arrays fall into two groups, dCINs and MNs, nicely classifying each array according to its biological cell type. The MIX population arrays intermingle with both these groups, which is expected since these arrays represent randomly laser microdissected cells including both dCINs and MNs. 

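On the axis from the MN mean (0) to the dCIN mean (1) over the 40 DE probe sets, the 8 MIX arrays lay between 0.0754 and 0.756 with a median of 0.465. For 39 of these probe sets the MIX mean lay between the means of the other groups, nearer to dCINs in 20 and nearer to MNs in 19, whereas over all 1050 probe sets it lay between them in 372. The 40 were picked for their difference between dCINs and MNs, and a wide gap makes a mean between them more likely. The contrast with all probe sets therefore carries little weight. Among the 40, the exception was Nrp1, a guidance receptor, at -0.093. The synaptic vesicle gene Syt2 stood at 0.992 and the pentraxin receptor Nptxr at 0.966, close to dCINs, while the kainate receptor gene Grik1 stood at 0.152, close to MNs. In the tree, 6 MIX arrays joined the dCIN branch and 2 joined the MN branch. The probe sets had been picked on the dCIN and MN arrays, and each of those arrays was left out of the axis it was placed on, which gave 0.55 to 1.2 for dCINs and -0.212 to 0.552 for MNs.

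**Figure D1:**
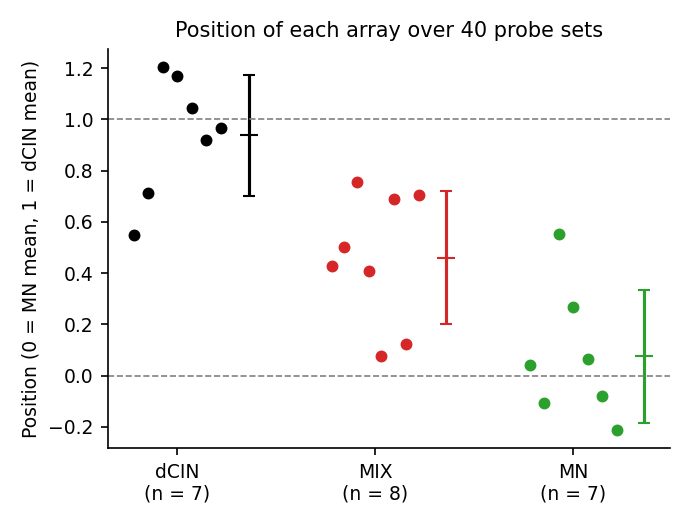
Position of each array on the axis from the MN mean (0) to the dCIN mean (1) over the 40 DE probe sets, by group. Each point is 1 array, and the bar beside the points is the mean ± SD. MIX arrays spread from 0.0754 to 0.756, across the gap between most MN and most dCIN arrays.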

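Arrays of dCINs and MNs also parted along the first principal component of the linear summaries, which held 38.2% of the variance. The dCIN arrays scored -4213 to -2476 and the MN arrays 2010 to 3819, so the groups did not overlap. MIX arrays spread from -2474 to 3362. Of the spread of the labelled arrays on this component, a share of 0.97 lay between dCINs and MNs (exact permutation p = 0.000583, n = 7 arrays each, the smallest p possible). The second component held 17.3% of the variance, and on it the share between the groups was 0.0694 (exact permutation p = 0.355). On log2 values the share on the first component was 0.246.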

The separation of the experimental groups can also be seen in Figure 2F, where the first two principal components are shown for all array expression profiles. The separation of the arrays into the correct experimental groups based on the gene expression profiles indicates that the pattern of gene expression is indeed different between these two cellular groups and that it is captured in the array expression profiles. 

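At the level of single genes, 17 probe sets separated the 7 dCIN arrays from the 7 MN arrays without overlap, where 0.612 were expected by chance. Those higher in dCINs included Hcrtr2, an orexin receptor, with 154 ± 44.3 in dCINs and 27.2 ± 24.7 in MNs (SD, n = 7 each). Those higher in MNs included Sncg, gamma-synuclein, with 219 ± 95.5 in dCINs and 1143 ± 464 in MNs. For each of the 17 the exact permutation p was 0.000583, the smallest that 7 arrays against 7 allow, and all 17 were also called DE by limma. From the separation of the arrays into the experimental groups, the paper reasons that the pattern of gene expression differs between MNs and dCINs and that the array profiles capture this difference.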

The fact that QLT followed by QPN seems to perform better than either QLT or QPN alone suggest that it is advantageous to separate the normalization into two steps that independently deals with the linear and nonlinear variations that may be present in the data set under examination. QLT handle linear experimental variations by rescaling all array distributions onto a common average distribution with a linear transformation, revealing any remaining nonlinear experimental variations as deviations of the QLT distributions from the average reference distribution. Significant nonlinear variations can subsequently be removed by a nonlinear transformation such as QPN.

As both QLT and QPN are performed at the probe level, we lastly examine if the PM distributional correlations are preserved in the expression summaries. Figure 2D shows the qq-plot of Li-Wong summary measures (after Global background subtraction, QLT and QPN), where the reference distribution again is the average quantile distribution this time calculated from the Li-Wong summary measures. This figure shows very good correlation among expression distributions verifying that the correlation at the probe level is indeed preserved after expression summary calculation. 

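The sorted log2 expression summaries of each of the 22 arrays were set against the average distribution of all arrays, and dCIN, MN and MIX arrays lay on nearly the same curve. The lowest correlation of an array with the average was 0.9971 and the highest 0.9998. The mean absolute distance of an array from the average quantile was at most 0.112 on the log2 scale. Over the middle 90% of quantiles the largest distance was 0.386. These are correlations across probe sets within an array, which are not independent replicates. The PM probes had already been brought to a common distribution by QPN over all 22 arrays. Close curves are therefore largely built in and say little about the quality of the arrays.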

The same is true for RMA summaries (not shown). We therefore conclude that the QLT followed by QPN probe level normalization suffices and no additional normalization was carried out on the expression summaries. We use the above conclusions derived from plots in Figures 2B–E as a positive quality control of the obtained gene expression profiles, which supports the reliability of our experimental protocol. Since Li-Wong expression summaries preserve the correlation between samples better than RMA summaries on our data set, all further analysis was performed on Li-Wong summaries.

### Detection of differentially expressed genes

Three different algorithms for detecting DE genes were used: limma [18], Cyber-T [19] and SAM [20]. Each method produces a regularized t-statistic from which a false discover rate (FDR) can be calculated to identify the most likely DE genes.

Based on a mixed model fit to the p-values a FDR can be calculated for both limma and Cyber-T. Figures 3A and B show the histogram of Cyber-T and limma p-values respectively. Both histograms show a peak at low p-values as expected for a distribution of few DE genes on a background of non-DE genes. 

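Of the 1050 probe sets, 114 (10.9%) had an unadjusted p under 0.05 from limma between dCINs and MNs, and 102 had one from Cyber-T. Fitted as a mixture of a uniform part and a beta distribution, the limma p-values gave the uniform part a share of 0.848. The remaining share of 0.152 followed a beta distribution with shape parameters 0.296 and 1.64. The Cyber-T p-values gave the uniform part 0.904 and the beta part 0.096, with shape parameters 0.206 and 1.57. Genes with the lowest limma p-values included Nefl, Calcb (a calcitonin gene-related peptide) and Sncg, all higher in MNs.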

The horizontal grey dashed line indicates the distribution of p-values under the null hypothesis of no DE genes. Mixed model fit to Cyber-T p-values with one, two or three beta functions showed no significant difference, so only the one beta distribution fit is included (red dashed curve in Figure 3A). The mixed model fit with two beta distribution for the limma p-values does on the other hand introduce an additional peak (green dashed curve in Figure 3B). This indicates that the limma p-values have some dependence structure that is not present to the same extend in the Cyber-T p-values.

**Figure 3:**
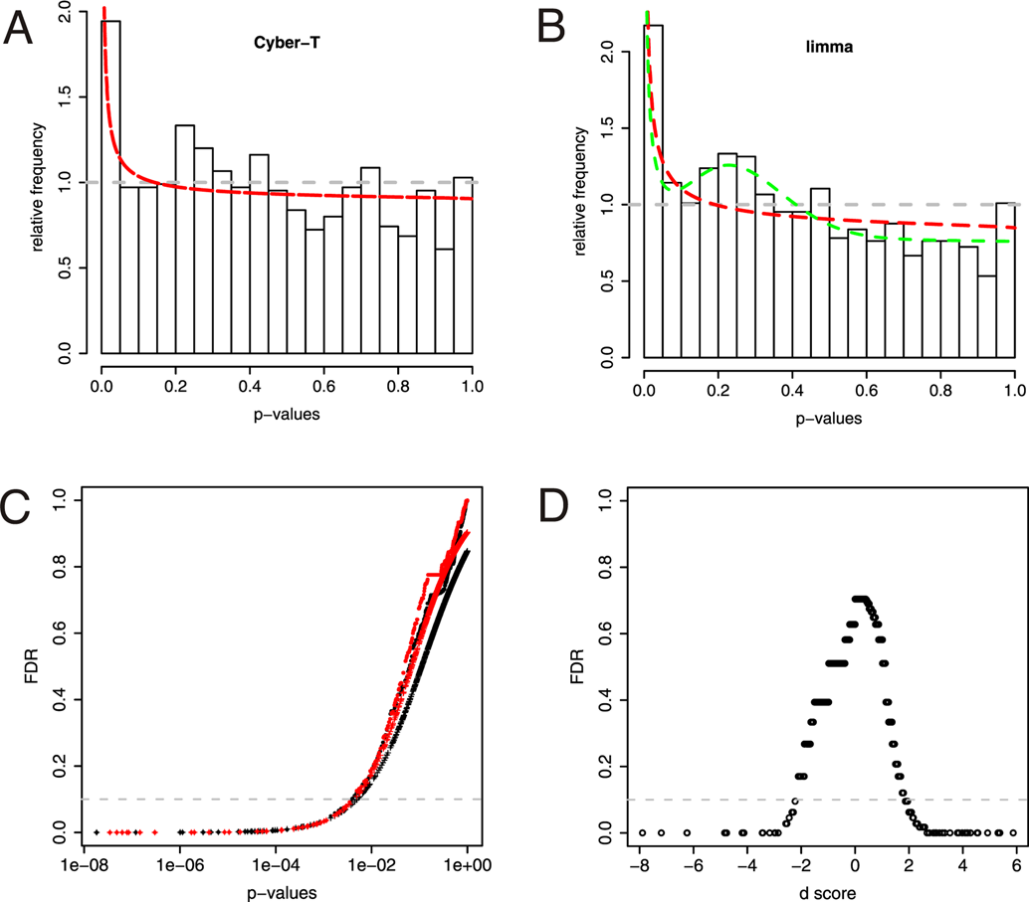
False Discover Rates. A and B display the histogram of p-values based on the regularized test statistics from limma or Cyber-T respectively when comparing MNs with dCINs. Horizontal dashed line corresponds to the uniform distribution of p-values under the null hypothesis of no differential expression. A. Mixed model fit to Cyber-T p-values, one beta distribution (red): (λ_0_, λ_1_, r, s) = (0.904, 0.0960, 0.206, 1.570). Regressions that included two or three beta-functions gave λ_2_ = λ_3_ = 0. B. Mixed model fit to limma p-values, one beta distribution (red): (λ_0_, λ_1_, r, s) = (0.848, 0.152, 0.296, 1.636) and two beta distributions (green): (λ_0_, λ_1_, λ_2_, r_1_, s_1_, r_2_, s_2_) = (0.760, 0.117, 0.122, 0.265, 2.245, 3.900, 10.042). C. Log transformed p-values versus the FDR for limma (black) and Cyber-T (red) for two different measures of FDR. Plot symbols: +represents mixture model FDR based on the fit to one beta distribution parameters from A or B and closed circles are BH FDR. D. Empirical FDR from SAM as a function of its t-statistic (d-score). Horizontal dashed line in C and D correspond to a 10% FDR cutoff.

The FDRs were estimated from the mixed model regression parameters with one beta distribution (red dashed curves in Figures 3A and B) and can be seen as a function of the log-transformed p-values in Figure 3C for limma (black) and Cyber-T (red). These curves illustrate the mapping between p-values and FDRs, e.g. for a 5% FDR the corresponding p-value cutoff becomes approximately 0.2%. 

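At a mixture FDR of 5% the p-value threshold was 0.00171 for limma and 0.0017 for Cyber-T, and at 10% it was 0.00494 for limma. Below the stricter threshold lay genes such as Gabbr2, a GABA-B receptor subunit, and Adra1d, the alpha-1D adrenoreceptor.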

For comparison the FDR based on Benjamini and Hochberg (BH) [23] is also plotted in Figure 3C. Both FDRs produce similar curves that primarily deviate at high FDR. There seems to be little difference whether BH or the mixed model approach is used to estimate FDR for limma and Cyber-T on our data set, but since the BH FDR produce values that tend to increase stepwise whereas the mixed model have a more smooth increase (more obvious if Figure 3C is plotted in higher resolution, not shown) we chose to use the mixed model FDR in the following. For SAM the empirical FDR is plotted as a function of the t-statistic (the d-score), Figure 3D. A significance cutoff level of 10% for the FDR is illustrated as a horizontal dotted line in Figures 3C and D. The number of DE genes at this level of significance corresponds to the amount of points falling below this line: Cyber-T 40, limma 44 and SAM 76 DE genes. This gives an average of 53 DE genes at the 10% FDR level. 

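Between dCINs and MNs, limma called 40 probe sets at a Benjamini-Hochberg adjusted p under 0.1, of which 25 were higher in dCINs and 15 in MNs. At an adjusted p under 0.05 there were 30. With the mixture FDR of 10%, limma called 44, 27 higher in dCINs and 17 in MNs. Cyber-T called 40 with either FDR, and SAM called 82. The largest difference was in Slc18a3 (VAChT), the vesicular transporter of acetylcholine, which was 11.1-fold higher in MNs, and among genes higher in dCINs it was in Hcrtr2, 7.20-fold. Of the limma calls, 29 held in every fit that left out 1 of the 14 arrays, and the count over these fits ran from 31 without dCIN array 4 to 55 without MN array 3. With array weights 76 probe sets were called, and with the arrays numbered 1 and 2 set against those numbered 3 to 7 as a covariate, an alternative chosen after the data were seen, 83.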

Cyber-T and limma produce similar number of DE genes, whereas SAM classifies almost twice as many genes as DE at each level of significance. Thus SAMs empirical FDRs seem less conservative than FDRs based on either Cyber-T or limma. 

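The genes called DE by limma and by Cyber-T overlapped in 31 probe sets, among them those for Penk, Grik1, Nefl and Calcb. SAM called all 40 probe sets of limma and all 40 of Cyber-T, so its 82 included every probe set called by at least 1 statistic. The offset that SAM adds to the standard deviation was 0.0488, and its estimated share of unchanged probe sets was 0.741.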

We therefore set our threshold for DE at 50 genes, slightly biasing the average towards that of Cyber-T and limma.

To obtain a conglomerate estimate of the likelihood of DE, all genes were ranked according to the absolute value of their regularized t-statistic (ranking according to p-values or FDRs would give the same order of DE genes) for each of the three methods separately and a list of genes was produced based on the average rank of all three methods. The 50 most DE genes from this list are shown in Table 1. 

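The 50 probe sets of Table 1 were the 50 with the lowest average rank, and in all 50 the ranks from limma, Cyber-T and SAM equalled the paper's. Nefl stood first in MNs by limma, and Hcrtr2 stood first by Cyber-T and 5th by limma. Over the 50 probe sets the rank correlation was 0.987 between limma and SAM, 0.62 between limma and Cyber-T and 0.68 between Cyber-T and SAM. Over all 1050 probe sets it was 0.999, 0.975 and 0.978. These correlations are across probe sets, which are not independent replicates.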

In general there is very good agreement between all three methods as the rankings for each gene fall quite close for all three DE classification methods. From Table 1 it is also clear that SAMs empirical FDR is quite coarse grained as it increases in steps rather than continuously, which is also evident from Figure 3D. 

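With the FDRs computed here, at least 1 of the 3 was under 5% for all 50 probe sets of Table 1. For Igfbp5 this rests on the SAM rate computed here, 2.56%. None of the FDRs that Table 1 prints for this gene is under 5%. SAM was under 5% for all 50, Cyber-T for 34 and limma for 31. At 10%, limma with Benjamini-Hochberg adjustment called 39, Cyber-T 38 and SAM 50, and 31 were called by all 3. Gria2, an AMPA receptor subunit higher in dCINs, was among those that limma did not call (log2 difference 0.90, SE 0.27, adjusted p = 0.102, n = 7 arrays per group).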

The FDR is displayed in Table 1 for each of the three methods and the majority of the DE genes have at least one of the three FDRs falling below 5%.

**Table 1:** Ranking of the 50 most differentially expressed genes.

Affy ID	Gene Symbol	Rank Cyber-T	Rank Limma	Rank SAM	Rank Avg	FDR Cyber-T	FDR Limma	FDR AM	A	M
AF041246_at	OX2R	1	5	5	3.7	5.04E-05	0.0605	0	5.79	7.2
S49491_s_at	PENK	3	7	7	5.7	0.00129	0.101	0	6.17	3.32
U89608_at	EAA4	9	6	6	7	0.0221	0.0787	0	7.15	2.79
AF030253_at	VIAAT	6	9	8	7.7	0.00202	0.249	0	7.77	5.29
M83561_s_at	GRIK1	8	10	12	10	0.0055	0.271	0	5.45	2.14
AF041244_at	OX1R	12	11	11	11.3	0.0784	0.304	0	6.93	2.53
L10073_at	5HT5B	13	16	19	16	0.0934	0.47	0	5.51	1.66
X04139_s_at	KPCB	20	17	15	17.3	0.696	0.624	0	9.18	2.61
AF058795_at	GABR2	17	19	17	17.7	0.384	0.682	0	7.77	2.72
M61099_at	MGR1	10	23	22	18.3	0.0248	1.63	0	5.78	4.28
AF030358_g_at	X3CL1	27	20	20	22.3	2.26	0.735	0	10.8	2.04
M90518_at	Q62916	29	21	21	23.7	2.57	1.02	0	8.42	2.23
M93273_at	SSR2	25	29	29	27.7	1.8	3	0	5.94	1.61
rc_AI228669_at	SC6A1	18	36	31	28.3	0.391	6.6	0	6.68	3.82
M15880_at	NPY	36	26	26	29.3	6.08	1.79	0	5.92	1.41
L05435_at	SV2A	23	35	32	30	1.52	6.2	0	7.91	2.94
X55812complete_seq_at	CNR1	19	38	35	30.7	0.678	6.74	0	6.75	3.06
rc_AI228113_s_at	NPTXR	22	34	36	30.7	1.29	6.08	0	6.15	2.11
X04979_at	APOE	49	22	23	31.3	14.2	1.37	0	12.2	1.61
U08290_at	NNAT	71	12	13	32	28.1	0.314	0	9.56	1.51
X62840mRNA_s_at	KCNC1	43	30	30	34.3	11.8	4.35	0	7.57	1.84
M38061_at	GRIA2	26	41	40	35.7	1.86	8.64	0	5.96	1.87
M32867_at	KCNA4	24	45	47	38.7	1.52	10.4	1.74	4.94	1.64
S82649_s_at	NPTX2	48	32	37	39	13.9	5.62	0	7.99	1.88
L14851_at	NRX3A	35	47	41	41	5.52	11.8	1.74	7.89	2.48
M31174_at	THA	69	27	27	41	26.5	2.23	0	11.08	1.51
rc_AI177026_at	AT1A2	31	53	44	42.7	2.99	13.2	1.74	7.71	3.06
rc_AA957510_s_at	AT2A2	56	39	39	44.7	18	6.95	0	9.11	1.74
U16845_at	NTRI	28	58	49	45	2.53	16.3	1.74	6.22	2.97
D00833_g_at	GLRA1	46	48	54	49.3	12.2	12	2.8	4.41	1.32
M24852_at	PEP19	34	64	53	50.3	4.98	19.4	2.8	9.35	3.75
S76779_s_at	APOE	65	43	43	50.3	25.3	9.8	1.74	8.06	1.72
E12625cds_at	ERG25	51	49	55	51.7	14.9	12	2.8	4.96	1.25
rc_AI029920_s_at	IBP5	38	55	52	48.3	7.15	13.8	6.21	5.78	−1.59
U03491_at	TGFB3	42	44	45	43.7	11.8	9.91	2.8	6.34	−1.61
M84725_at	TAGL3	53	33	38	41.3	16.9	5.63	0	9.9	−1.71
rc_AI008865_s_at	STAT3	47	31	34	37.3	12.8	4.96	0	8.52	−1.85
AF016296_at	NRP1	16	37	33	28.7	0.33	6.61	0	5.16	−3.55
U01227_s_at	5HT3R	37	24	24	28.3	6.88	1.68	0	6.48	−1.68
rc_AA998683_g_at	HSPB1	30	25	25	26.7	2.64	1.72	0	6.09	−1.65
M27925_at	SYN2	21	28	28	25.7	1.09	2.51	0	5.15	−1.48
M64488_at	SYT2	33	15	18	22	3.68	0.415	0	6.17	−1.56
X12589cds_s_at	KCNA1	32	14	16	20.7	3.38	0.39	0	6.03	−1.52
M60654_at	ADA1D	11	18	14	14.3	0.0435	0.637	0	6.01	−2.75
rc_AA818677_at	NFH	15	8	10	11	0.272	0.199	0	11.02	−2.43
U09211_at	VACHT	4	13	9	8.7	0.00158	0.346	0	10.21	−11.07
AF031880_at	NFL	14	1	1	5.3	0.142	0.00165	0	11.31	−2.3
X05137_at	TNR16	5	3	4	4	0.0019	0.0278	0	8.16	−4.51
M11596_at	CALCB	7	2	2	3.7	0.00311	0.00622	0	7.59	−3.93
X86789_at	SYUG	2	4	3	3	0.000989	0.0302	0	8.85	−5.34

A = average log_2_ transformed expression; M = log_2_ transformed average ratio.

Several genes on the RN_U34 chip is represented by two or more probe sets. This is the case for the gene *Apoe* which is represented by two probe sets that both appear in the list of the 50 most DE genes in Table 1. 

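Apoe, a lipid carrier made mainly by glia, was higher in dCINs at both of its probe sets. The brighter was called DE (log2 difference 0.69, SE 0.15, adjusted p = 0.0125, n = 7 arrays each), while the other was not (log2 difference 0.79, SE 0.24, adjusted p = 0.118). Of the genes in Table 1, 24 had at least 1 further probe set outside the table, 30 in all. Of these, 20 had the same direction as the probe set in Table 1 and 10 the other, and limma called none of them, with 6 at an unadjusted p under 0.05. For Kcna1 the other probe set gave -0.70 (SE 0.21, adjusted p = 0.111), near the -0.60 of the probe set in Table 1.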

So in fact the unique set of genes in Table 1 only add up to 49 and not 50.

### Validation of differentially expressed genes

Among the unique DE genes displayed in Table 1, a representative subset of seven genes were chosen for micorarray validation with real time reverse transcription PCR (real time RT-PCR); MN>dCIN: *Nefl, Calcb, Kcna1, 5HT3r, VAChT*; dCIN>MN: *Ox2r, Viaat*. *VAChT* (vesicular acetylcholine transporter) and *Viaat* (vesicular inhibitory amino acid transporter, GABA and glycine release) were expected a priori to be DE between MNs and dCINs [15] and were chosen for this reason. *Ox2r* (orexin receptor 2), *Calcb* (calcitonin gene-related peptide) and *Nefl* (neurofilament light chain) were not expected a priori to be DE and were chosen for validation to make sure they were not false positives. There is presently no consensus regarding whether differences in ion channels and receptors, that constitute the major functional differences between neurons, are subject to active regulation at the transcriptional level. We therefore chose the gene for one receptor, the serotonin receptor 5-HT_3A_ (*5HT3r*), and the gene for one ion channel, the potassium voltage-gated channel subfamily A member 1 (*Kcna1*, synonymous with *Kv1.1*), for validation to establish whether these were indeed true positives.

The ratios of expression of the real time RT-PCR validated genes are illustrated both for the microarray data and the real time RT-PCR counterpart in Figure 4. First, in order to illustrate how the ratios of expression of the DE genes are distributed among the total set of genes, the 49 most DE genes from Table 1 are highlighted as red triangles in two standard plots: the MA (Figure 4A) and the volcano (Figure 4B) plot. The 7 validation genes contained within the 49 most DE genes are further highlighted as enlarged triangles in different colors. In the MA plot we summarize the differences in gene expression between the two experimental groups, MNs and dCINs, by plotting the log_2_ transformed values of the average ratio between the two groups, M (*eq 5* and *eq 6* in Materials and Methods), as a function of the average log_2_ transformed expression values, A (*eq 7* in Materials and Methods). In the volcano plot M is plotted as a function of significance, in this case the absolute log transformed p-values from the Cyber-T test. A plot using limma p-values or SAM FDRs shows similar characteristics (not shown). The grey dotted lines indicate a twofold ratio of expression in both the MA and the volcano plot. Positive ratios represent more expression of respective genes in dCINs compared to MNs and negative ratios more expression of respective genes in MNs compared to dCINs. From Figures 4A and B it can be seen that the 7 genes chosen for validation fall throughout the range of expression values A and ratios M among the 49 most DE genes and thus constitute a good representation of the genes in Table 1. It can be noted from both the MA and the volcano plot that significantly DE genes can have quite low expression ratios as some of the most significantly DE genes exhibit less than a twofold difference, an otherwise commonly used ratio cutoff level of significance. 

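Of the 50 probe sets of Table 1, 23 differed by less than 2-fold between dCINs and MNs, and of the 40 called by limma 17 did. Nnat, which codes for neuronatin, a protein of neuronal maturation, was 1.51-fold higher in dCINs with little spread between arrays (933 ± 77.5 in dCINs and 620 ± 83.8 in MNs, SD, n = 7 each). Syt2, a calcium sensor of vesicle release, was 1.56-fold higher in MNs (57.9 ± 6.34 in dCINs and 91.1 ± 15.6 in MNs). The ratios in Table 1 ran from 1.25 to 11.1-fold.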

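Kcna1, the Kv1.1 potassium channel, was 1.52-fold higher in MNs (53.5 ± 7.12 in dCINs and 81.0 ± 8.92 in MNs, SD, n = 7 arrays each), and limma gave an adjusted p of 0.00325 (SE 0.11 on the log2 scale). Htr3a (5HT3r), the ionotropic serotonin receptor, was 1.68-fold higher in MNs (69.6 ± 9.44 in dCINs and 120 ± 32.1 in MNs), with log2 difference -0.75, SE 0.16, adjusted p = 0.0153. A further probe set for Htr3a had a log2 difference of 0.00 (SE 0.12) and was not called.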

*Kcna1* and *5HT3r* both fall into this category.

**Figure 4:**
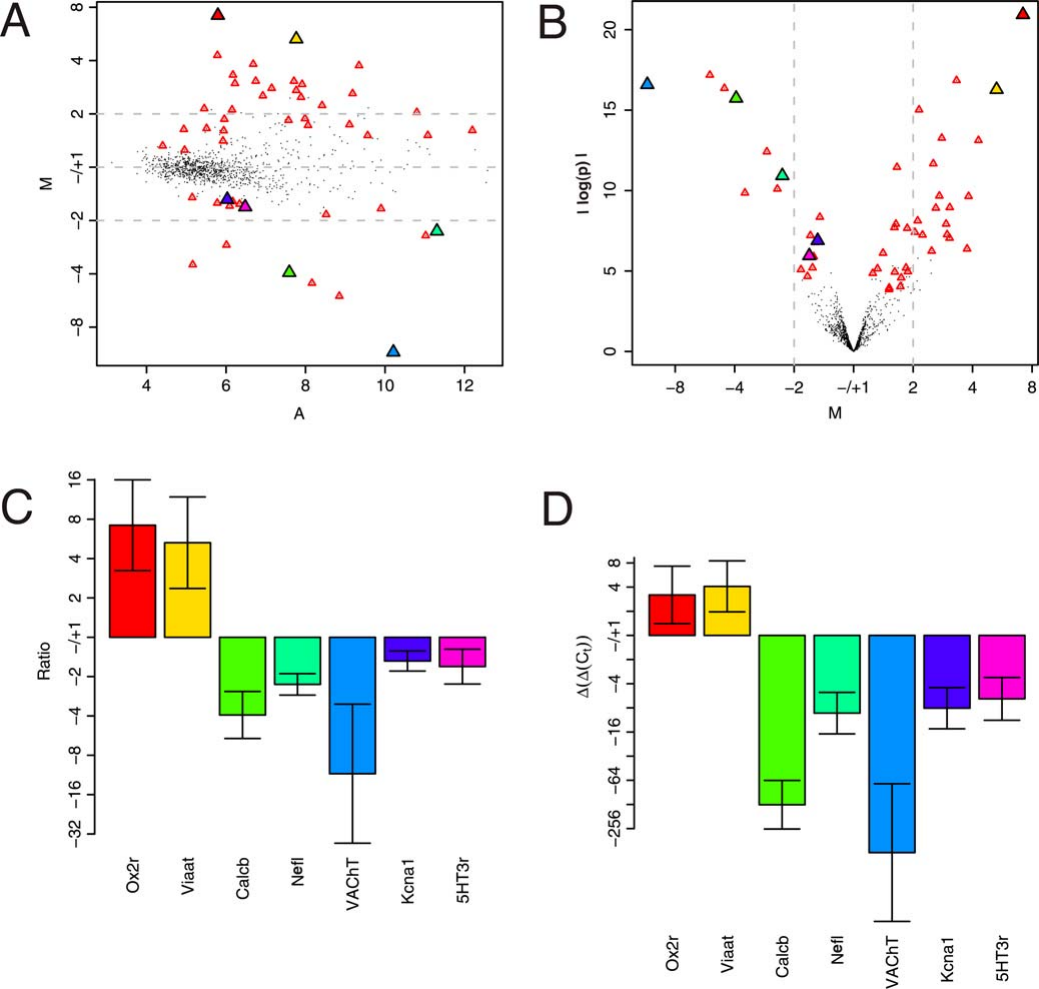
Differentially expressed genes. Positive ratios (M in A–B and y-axis in C–D) represent higher mRNA levels in dCINs than in MNs and negative ratios represent lower mRNA levels in dCINs than in MNs. The scale of ratios is displayed in normal values such that the value of the ratios can be read directly from the figures. Red triangles in A and B highlight the 50 most significantly DE genes from Table 1. The enlarged filled triangles in A and B are the genes chosen for real time RT-PCR validation, with the same color code throughout including bar-plots C–D. A. MA plot of MNs versus dCINs, i.e. for each gene the log_2_ transformed average ratio, M (*eq 5* and *eq 6*), is plotted as a function of the average log_2_ transformed expression values, A (*eq 7*). B. Volcano plot of M (same as in A) versus the absolute log transformed p-values from Cyber-T. C. Bar-plot of log_2_ transformed ratios (M values from A and B) of the genes chosen for real time RT-PCR. The genes are plotted in decreasing order of significance of DE within each group, dCINs and MNs. The error bars indicate the standard deviation of the log_2_ transformed ratios. D. Barplot of log_2_ transformed ratios (ΔΔC_T_) from the real time RT-PCR validation of the same genes as in C. Color codes for the highlighted real time RT-PCR genes match on A–D: red = *Ox2r*, yellow = *Viaat*, dark green = *Calcb*, light green = *Nefl*, blue = *VAChT*, purple = *Kcna1*, pink = *5HT3r*.

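Among genes higher in MNs, limma gave Nefl, the neurofilament light chain, a log2 difference -1.20, SE 0.11, adjusted p = 1.91e-05 (n = 7 arrays each) and Calcb, a calcitonin gene-related peptide, a log2 difference -1.98, SE 0.21, adjusted p = 6.3e-05. Slc18a3 (VAChT) had a log2 difference -3.47, SE 0.60, adjusted p = 0.00294. Among genes higher in dCINs, Slc32a1 (Viaat), the vesicular GABA and glycine transporter, had a log2 difference 2.40, SE 0.40, adjusted p = 0.00266, and Hcrtr2, an orexin receptor, a log2 difference 2.85, SE 0.40, adjusted p = 0.000639. In each of these 5 genes the difference was larger than the spread between arrays.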

From Figure 4A the average ratio for the seven validation genes were extracted and replotted in Figure 4C, which also illustrates the standard deviation of each gene (error bars). For the same genes Figure 4D shows the real time RT-PCR ratios of expression between MNs and dCINs with respect to the housekeeping gene *Gap-dh*, displayed as Figure 4C. The color codes for the validated genes are the same in all four plots (Figures 4A–D). All seven genes show good agreement between microarray and real time RT-PCR ratios. A similar pattern of differential gene expression was seen for real time RT-PCR ratios with respect to the housekeeping gene *Beta-actin* (not shown).

### Biological function of differentially expressed genes

To assess the biological relevance of the DE classified genes, the DE genes from Table 1 were reorganized into functional classes and displayed accordingly in Table 2. We divided the genes into seven functional groups: 1) voltage-gated channels and ion pumps, 2) receptors and ligand gated channels, 3) transporters and transmitter release, 4) growth factors and axon guidance, 5) axonal and cytoskeletal structure, 6) cell adhesion and 7) transcriptional regulation. Genes not fitting into any of these categories were lumped together into a separate group termed miscellaneous. Seventeen genes were more expressed in MNs compared to dCINs and 32 genes were more expressed in dCINs compared to MNs.

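All 17 genes listed as higher in MNs had a lower signal in dCINs, and all 33 probe sets of the 32 genes listed as higher in dCINs had a higher one. With Benjamini-Hochberg adjustment limma called 15 of the 17 MN probe sets and 24 of the 33 dCIN probe sets. The 2 MN genes not called were Tgfb3 and Igfbp5. The dCIN genes not called included the glutamate receptor Gria2, the potassium channel Kcna4, the neurexin Nrxn3 and Pcp4, a calmodulin-binding peptide. By functional class, 9 of 11 receptor genes and 5 of 6 transporter and release genes listed for dCINs were called, and all 5 cytoskeletal genes listed for MNs. The study chose these classes on the same arrays, so they are not independent evidence of their direction.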

**Table 2:** Functional classification of the 50 most differentially expressed genes.

	MNs>dCINs			dCINs>MNs		
	Gene ID	Affy ID	Description	Gene ID	Affy ID	Description
**Voltage-gated channels & ion pumps**	*Kcna1*	X12589cds_s_at	Potassium channel (Kv1.1, Shaker-related subfamily 1)	*Kcnc1*	X62840mRNA_s_at	Potassium channel (Kv3.1, Shaw-related subfamily 1)
				*Kcna4*	M32867_at	Potassium channel (Kv1.4, Shaker-related subfamily 4)
				*At1a2*	rc_AI177026_at	ATPase of Na+/K+ pump
**Receptors & ligand gated channels**	*Ada1d*	M60654_at	Adrenergic alpha-1D receptor	*Grik1*	M83561_s_at	Kainate receptor (GluR5)
	*5HT3r*	U01227_s_at	5-HT_3A_ receptor	*Gria2*	M38061_at	AMPA receptor 2 (GluR2)
				*Q62916*	M90518_at	Metabotropic glutamate receptor 4b (mGluR4)
				*Mgr1*	M61099_at	Metabotropic glutamate receptor 1 (mGluR1)
				*Glra1*	D00833_g_at	Glycine receptor alpha-1 subunit
				*5HT5b*	L10073_at	5-HT_5B_ receptor
				*Ox1r*	AF041244_at	Hypocretin (orexin) receptor type 1
				*Ox2r*	AF041246_at	Hypocretin (orexin) receptor type 2
				*Ssr2*	M93273_at	Somatostatin receptor type 2
				*Cnr1*	X55812complete_seq_at	Cannabinoid receptor 1
				*Gabr2*	AF058795_at	GABA_2B_-receptor
**Transporters & transmitter release**	*VAChT*	U09211_at	Vesicular acetylcholine transporter	*Viaat*	AF030253_at	Vesicular inhibitory amino acid transporter
	*Syn2*	M27925_at	Synapsin II	*EAA4*	U89608_at	Aspartate/glutamate transporter 4
	*Syt2*	M64488_at	Synaptotagmin-2	*At2a2*	rc_AA957510_s_at	Endoplasmic reticulum calcium ATPase 2
				*SC6A1*	rc_AI228669_at	Sodium- and chloride-dependent GABA-
						transporter 1 (Gat1)
				*Sv2a*	L05435_at	Synaptic vesicle protein 2
				*Nrx3A*	L14851_at	Neurexin-3-alpha
**Growth factors & axon guidance**	*Ibp5*	rc_AI029920_s_at	Insulin-like growth factor binding protein 5			
	*Tnr16*	X05137_at	Neurotrophin receptor (p75NTR)			
	*Tgfb3*	U03491_at	Transforming growth factor beta-3 precursor			
	*Nrp1*	AF016296_at	Neuropilin-1 (semaphorin co-receptors)			
**Axonal & cytoskeletal structure**	*Nefh*	rc_AA818677_at	Neurofilament heavy chain (NFH)			
	*Nefl*	AF031880_at	Neurofilament light chain (NFL)			
	*Syug*	X86789_at	Gamma synuclein			
	*Hspb1*	rc_AA998683_g_at	Heat shock 27kDa protein beta-1			
	*Tagl3*	M84725_at	Transgelin 3, Neuronal protein NP25 or NP22 (actin)			
**Cell adhesion**				*NtrI*	U16845_at	Neurotrimin (*Hnt*)
**Transcriptional regulation**	*Stat3*	rc_AI008865_s_at	Signal Transducers and Activators of Transcription 3	*Thra*	M31174_at	Nuclear thyroid hormone alpha receptor (c-erbA-1)
			(Cytokine-responsive genes)			
**Miscellaneous**	*Calcb*	M11596_at	Calcitonin gene-related peptide	*Nnat*	U08290_at	Neuronatin (transmembrane protein)
				*Pep19*	M24852_at	Calmodulin-binding peptide 19
				*ERG25*	E12625cds_at	Neuropep-1 (methyl sterol oxidase)
				*Apoe*	X04979_at	Apolipoprotein E
				*Kpcb*	X04139_s_at	Protein kinase C beta type
				*Nptxr*	rc_AI228113_s_at	Neuronal pentraxin receptor
				*Nptx2*	S82649_s_at	Neuronal pentraxin 2 (*Narp*)
				*Npy*	M15880_at	Neuropeptide Y
				*X3cl1*	AF030358_g_at	Fractalkine precursor (chemokine)
				*Penk*	S49491_s_at	Pro-enkephalin

Of the 17 genes DE in MNs all but 1 have previously been described in this cell population in rodents. The exception is a gene involved in cytoskeletal structures, *Tagl3*, otherwise only described in brain neurons [24], [25]. 

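Tagln3, an actin-associated protein, was 1.71-fold higher in MNs, with a signal of 764 ± 270 in dCINs and 1288 ± 344 in MNs (SD, n = 7 arrays each). Limma called it DE (log2 difference -0.78, SE 0.21, adjusted p = 0.0659), but in only 4 of the 14 fits that each left out 1 array. With the number of cells as a covariate it was not called, and over all settings tried its adjusted p ran from 0.000424 to 0.276. Its log2 difference ran from -0.83 to -0.58 over these settings.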

Among the DE genes that correlate with known MN function we note that MNs: release acetylcholine (*VAChT*); receives adrenergic (*Ada1d*) and serotonergic (*5HT3r*) input [26], [27]; have an extensive cytoskeleton, which is reflected by the fact that 5 of the 17 DE genes are in this category i.e. the genes for neurofilament heavy chain (*Nefh*) [28], neurofilament light chain (*Nefl*) [28], gamma synuclin (*Syug*) [29], heat shock protein beta-1 (*Hspb1*) [30], [31] and transgelin-3 (*Tagl3*). 

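Besides the transporter VAChT, the receptor gene Adra1d and the axonal genes Nefh and Sncg were higher in MNs than in dCINs. Adra1d, the alpha-1D adrenoreceptor, was 2.75-fold higher (log2 difference -1.46, SE 0.27, adjusted p = 0.00509, n = 7 arrays each). Nefh, the neurofilament heavy chain, was 2.43-fold higher (log2 difference -1.28, SE 0.21, adjusted p = 0.00218), and Sncg, gamma-synuclein, 5.34-fold (log2 difference -2.42, SE 0.31, adjusted p = 0.000297). Hspb1, a small heat shock protein, was 1.66-fold higher (log2 difference -0.73, SE 0.16, adjusted p = 0.0153). A second probe set for Adra1d had a log2 difference of -0.40 (SE 0.42, adjusted p = 0.754).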

The genes for transforming growth factor beta-3 (*Tgfb3*) and neuropilin-1 (*Nrp1*) were also DE in MNs and both have been described to participate in MN development and survival [32], [33]. 

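Nrp1, a semaphorin and VEGF receptor, was 3.55-fold higher in MNs (log2 difference -1.83, SE 0.51, adjusted p = 0.075, n = 7 arrays each) and was called DE in 5 of the 14 fits that left out 1 array, with an adjusted p of 0.000566 to 0.127 over the other settings tried. Tgfb3, a growth factor, was 1.61-fold higher in MNs but was not called by limma (log2 difference -0.69, SE 0.21, adjusted p = 0.118). A further probe set for Tgfb3 had -0.33 (SE 0.11, adjusted p = 0.206).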

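Vesicle genes higher in MNs were Syn2, synapsin II (1.48-fold, log2 difference -0.57, SE 0.13, adjusted p = 0.0236, n = 7 arrays each), and Syt2, with a log2 difference -0.64, SE 0.11, adjusted p = 0.00331. Ngfr, the p75 neurotrophin receptor, was 4.51-fold higher in MNs (log2 difference -2.17, SE 0.28, adjusted p = 0.000297). The transcription factor Stat3 was 1.85-fold higher (log2 difference -0.89, SE 0.23, adjusted p = 0.058) and was called in 9 of 14 fits that left out 1 array but not with the number of cells as a covariate, its adjusted p running from 0.00336 to 0.283 over the settings tried. Igfbp5, a binding protein of insulin-like growth factors, had a log2 difference -0.67, SE 0.22, adjusted p = 0.161 and was not called.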

Additional genes more expressed in MNs that have previously been reported to be present in this population include the genes for synapsin II (*Syn2*) [34] and synaptotagmin-2 (*Syt2*) [35] both involved in synaptic release and its regulation, a potassium voltage-gated channel (*Kcna1*, synonymous with *Kv1.1*) [36]–[38], a calcitonin gene-related peptide (*Calcb*) [39], the insulin-like growth factor binding protein 5 (*Ibp5*) [40], a neurotrophin receptor (*Tnr16*) [41] and a transcription factor (*Stat3*) [42].

There is presently little work on gene expression of dCINs [43], but of the 32 genes classified as DE in the dCINs in our study all but 2 genes have previously been reported to be present in the spinal cord and among these only 1 gene, *Viaat*, has been shown to be specifically linked to dCINs [44]. 

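Thra, a nuclear thyroid hormone receptor, was 1.51-fold higher in dCINs, with 2679 ± 369 in dCINs and 1787 ± 367 in MNs (SD, n = 7 arrays each, log2 difference 0.60, SE 0.14, adjusted p = 0.0206). Other probe sets for Thra gave -0.08 (SE 0.12) and 0.05 (SE 0.12), neither called. Htr5b, a metabotropic serotonin receptor, was 1.66-fold higher in dCINs (59.9 ± 13.0 in dCINs and 35.5 ± 3.13 in MNs). Limma gave it a log2 difference 0.73, SE 0.13, adjusted p = 0.0037. These signals are low. The Gfap mRNA probe set, for a gene the paper takes as not expressed, had 48.3 in dCINs and 53.9 in MNs. With a mean log2 value of 5.51, Htr5b was left out by the filter at 6, which kept 37 probe sets of Table 1. Grik1 (5.45), Npy (5.92) and Syn2 (5.15) were left out as well.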

The two genes DE in dCINs not previously described in the spinal cord constitute a gene coding for a nuclear thyroid hormone alpha receptor (*Thra*) and a gene coding for a serotonin receptor (*5HT5b*). Serotonin receptors are present in the spinal cord CINs [45], but the 5-HT_5B_ receptor (*5HT5b*) has not been shown to be expressed in the spinal cord. *Thra* has been linked to development and maturation of GABAergic cells in the neocortex of mice [46] and could therefore also be part of the development and maturation of the dCINs, a subpopulation of which are know to contain GABA [43]. 

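The transporter gene Slc32a1 (Viaat), which loads GABA and glycine into vesicles, had a signal of 514 ± 131 in dCINs and 125 ± 113 in MNs (SD, n = 7 arrays each). Slc32a1 was called DE by limma, and in all 14 fits that left out 1 array.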

The inhibitory nature of some of the dCINs are also reflected in the fact that two out of the three DE genes in dCINs that relate to transmitter release and reuptake codes for proteins involved in GABA and glycine release: a vesicular transporter for GABA and glycine (*Viaat*) [47] and a Na^+^/Cl^−^ dependent GABA transporter (*SC6A1*, synonymous with *Gat1*) [48]. 

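Slc1a6 (EAA4), a membrane transporter of glutamate and aspartate, was 2.79-fold higher in dCINs, with 250 ± 80.1 in dCINs and 86.4 ± 18.3 in MNs (SD, n = 7 arrays each). Limma gave a log2 difference 1.48, SE 0.21, adjusted p = 0.000775, and the MIX arrays had 215 ± 37.8 (SD, n = 8). A dimmer probe set for Slc1a6 gave a log2 difference of 0.04 (SE 0.10) and was not called. Of 5 measured genes of glutamate transport and metabolism, Slc1a6 was called and the other 4 were not (also 1 when adjusted over the list alone).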

The third gene in this category reflects that some dCINs release glutamate [15], [49] as they express the gene for a membrane transporter of aspartate and glutamate (*EAA4*) [50]. 

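Receptor genes of several transmitter families were higher in dCINs than in MNs. Glutamate receptors included Grik1 (2.14-fold, log2 difference 1.10, SE 0.18, adjusted p = 0.0027) and Grm4 (2.23-fold, log2 difference 1.16, SE 0.23, adjusted p = 0.00859), each with n = 7 arrays per group. Gabbr2, a GABA-B receptor subunit, was 2.72-fold higher (log2 difference 1.44, SE 0.27, adjusted p = 0.00531), and the orexin receptor Hcrtr1 2.53-fold (log2 difference 1.34, SE 0.23, adjusted p = 0.00278). Further, dimmer probe sets for Gabbr2 gave log2 differences of -0.07 and 0.01 and were not called. The somatostatin receptor Sstr2 was 1.61-fold higher (log2 difference 0.69, SE 0.16, adjusted p = 0.0295). Cnr1, the cannabinoid receptor, was 3.06-fold higher (log2 difference 1.62, SE 0.45, adjusted p = 0.0752), but was called in 3 of 14 fits with 1 array left out, and over the other settings its adjusted p ran from 0.0267 to 0.408. Neither Gria2 nor the glycine receptor subunit Glra1 was called, the latter with a log2 difference 0.40, SE 0.13, adjusted p = 0.144.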

Among the known spinal cord positive genes DE in dCINs there are 10 genes coding for receptors and ligand gated ion channels: four glutamate receptors, *Grik1* (synonymous with *GluR5*) [51], *Gria2* (synonymous with *GluR2*) [51], *Q62916* (synonymous with *mGluR4*) [52] and *Mgr1* (synonymous with *mGluR1*) [52]; a glycine receptor alpha subunit (*Glra1*) [53]; a GABA receptor (*Gabr2*) [53]; two orexin receptors (*Ox1r* and *Ox2r*) [54]; a somatostatin receptor (*Ssr2*) [55] and a cannabinoid receptor (*Cnr1*) [56]. 

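The potassium channel gene Kcnc1 (Kv3.1) was 1.84-fold higher in dCINs (log2 difference 0.88, SE 0.23, adjusted p = 0.0493, n = 7 arrays each), while Kcna4 (Kv1.4) was not called by limma (log2 difference 0.71, SE 0.22, adjusted p = 0.125). A brighter probe set for Kcna4 went the other way (log2 difference -0.12, SE 0.11, adjusted p = 0.724). The vesicle protein gene Sv2a was 2.94-fold higher in dCINs (log2 difference 1.55, SE 0.43, adjusted p = 0.0718). The pentraxin genes, linked to glutamate receptor clustering, were higher as well, Nptx2 by 1.88-fold (log2 difference 0.91, SE 0.25, adjusted p = 0.0659) and Nptxr by 2.11-fold (log2 difference 1.08, SE 0.29, adjusted p = 0.0718). A brighter probe set for Nptx2 was not called (log2 difference 0.31, SE 0.30, adjusted p = 0.727 from limma). The neurexin gene Nrxn3 (log2 difference 1.31, SE 0.42, adjusted p = 0.144) was not called. Of the called genes, Kcnc1 held in 10, Nptx2 in 10, Nptxr in 7 and Sv2a in 6 of the 14 fits that left out 1 array, and with the number of cells as a covariate neither Nptx2 (adjusted p = 0.301) nor Nptxr (adjusted p = 0.224) was called.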

Additional genes DE in the dCIN population relating to neuronal signal transduction include genes for two voltage-gated potassium channels {(*Kcnc1*, synonymous with *Kv3.1*) [57] and (*Kcna4*, synonymous with *Kv1.4*) [58]}, an ATPase Na^+^/K^+^ pump (*At1a2*) [59] plus four genes linked to synaptic transmission: a gene involved in vesicle release, the synaptic vesicle protein 2 (*Sv2a*) [60]; a gene involved in Ca^2+^ channel and release site organization, neurexin-3-alpha (*Nrx3a*) [61]; two genes linked to glutamate receptor clustering, the peptide neuronal pentraxin 2 (*Nptx2*, synonymous with *Narp*) and its receptor neural pentraxin receptor (*Nptxr*) [62]. 

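Penk, the precursor of the enkephalins, was 3.32-fold higher in dCINs, with a signal of 143 ± 55.7 in dCINs and 40.4 ± 7.55 in MNs (SD, n = 7 arrays each, log2 difference 1.73, SE 0.26, adjusted p = 0.000949). The difference for Npy, neuropeptide Y, was smaller, 1.41-fold (72.7 ± 10.6 in dCINs and 51.4 ± 5.58 in MNs, log2 difference 0.49, SE 0.11, adjusted p = 0.0155). Of 15 measured genes for neuropeptide precursors, Penk and Npy were higher in dCINs and Calcb was higher in MNs, with the same counts when adjusted over the list alone.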

Two genes surprisingly found to be DE in the dCIN population codes for the opioid neuropeptide precursor pro-enkephalin (*Penk*) [63] and neuropeptide Y (*Npy*) that mainly have been implicated in pain perception [64], [65]. The ostensible function of either in the dCINs is not immediately clear (see Discussion). 

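Prkcb, a protein kinase C, was 2.61-fold higher in dCINs (log2 difference 1.38, SE 0.26, adjusted p = 0.00509, n = 7 arrays each), and Cx3cl1, the chemokine fractalkine, 2.04-fold (log2 difference 1.03, SE 0.20, adjusted p = 0.00561). Further, dimmer probe sets were not called, with log2 differences of -0.08, -0.19 and -0.07 for Cx3cl1 and -0.08 and 0.31 for Prkcb. Nnat had a log2 difference 0.60, SE 0.10, adjusted p = 0.00278. The calcium pump gene Atp2a2 was 1.74-fold higher (log2 difference 0.80, SE 0.22, adjusted p = 0.0768) and was called in 4 of 14 fits with 1 array left out and not with the number of cells as a covariate, its adjusted p running from 0.0217 to 0.303 over the settings tried. The cell adhesion gene Ntm (log2 difference 1.57, SE 0.54, adjusted p = 0.2), the calmodulin-binding peptide gene Pcp4 (log2 difference 1.91, SE 0.70, adjusted p = 0.244) and the sterol oxidase gene Msmo1 (log2 difference 0.32, SE 0.10, adjusted p = 0.144) were not called by limma.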

The last eight DE genes in the dCINs code for a mixed group of proteins: neuronatin (*Nnat*) [66] and neurotrimin (*NtrI*, synonymous with *Hnt*) [67] are involved in maturation and general maintenance of overall structures in the central nervous system; calmodulin-binding peptide 19 (*Pep19*) [68] and endoplasmatic reticulum calcium ATPase 2 (*At2a2*) [69] are involved in calcium regulation; protein kinase C beta (*Kpcb*) [70] is involved in Ca^2+^ dependent second messenger signaling; apolipoprotein E (*Apoe*) [71] and possibly methyl sterol oxidase (*ERG25*) [72], [73] are involved in lipid metabolism; the chemokine fractalkine (*X3cl1*) is involved in neuron-to-glia signaling [74].

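Of 21 measured marker genes of astrocytes, oligodendrocytes, microglia and Schwann cells, each at its brightest probe set, limma called 1 between dCINs and MNs, Apoe, which was higher in dCINs. With quantile normalization, or with only probe sets of a mean log2 value of at least 6, 2 were called, both astrocyte markers higher in dCINs. The Schwann cell marker Ngfr was not called at its brightest probe set, the one counted here, but was called higher in MNs at a dimmer one. Of these markers 9 had a higher and 12 a lower signal in dCINs, and 5 had an unadjusted p under 0.05. Apoe is a lipid carrier that astrocytes make in quantity. Of 10 astrocyte markers 1 was called (3 when adjusted over the list alone, all higher in dCINs), with a median log2 difference of 0.09 and a camera adjusted p of 0.215 (0.307 with an estimated correlation). Among 6 oligodendrocyte markers none was called over all probe sets by limma, with 1 gene in each direction when adjusted over the list alone and a camera adjusted p of 0.885 (0.954 with an estimated correlation). Among 4 microglia and leukocyte markers none was called, the list alone giving 0 too, with a camera adjusted p of 0.523 (0.87 with an estimated correlation).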

All the 49 DE genes of Table 1 are neuron related, further indicating that potential contamination from surrounding cells such as glia during LMD is minimal. There are probe sets on the RN_U34 chip for genes that have traditionally been used as glial cell markers: glial fibrillary acidic protein (*GFAP;* probe sets AF028784cds#1_s_at and AF028784mRNA#1_s_at) and myelin basic protein (*MBP*; probe set K00512_at). Neither show any change in expression between the two groups and have very low intensity levels, *GFAP* (AF028784cds#1_s_at/AF028784mRNA#1_s_at): fold change = −1.01/−1.14, FDR = 87/74%, average intensity = 29/50 and *MBP*: fold change = 1.03, FDR = 87%, average intensity = 36. 

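Gfap, an intermediate filament of astrocytes, had signals of 29.2 ± 4.26 in dCINs and 30.1 ± 3.60 in MNs at its cds probe set and 48.3 ± 11.8 in dCINs and 53.9 ± 7.74 in MNs at its mRNA probe set (SD, n = 7 arrays each). The log2 differences were -0.05 (SE 0.11, adjusted p = 0.895) and -0.18 (SE 0.16, adjusted p = 0.721), and neither was called by limma. Mbp, the myelin basic protein, had a mean signal of 36.5 over the 14 arrays, with a difference of 0.05 (SE 0.09, adjusted p = 0.873). Not all astrocyte markers were dim. Mean signals in dCINs and MNs were 6030 and 3770 for Apoe, 1100 and 771 for S100b and 360 and 458 for Vim. Gja1 was dim, with 22.4 and 20.2. A test of dCINs against MNs cannot show glial RNA present in both groups, so the amount of such RNA was not tested.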

Since the dynamic intensity range of our data set is {1;8642} we conclude that there are no expression of these genes in our samples which suggest a minimal glial contamination from the LMD.

## Discussion

With the advance of the microarray platforms gene expression profiling has been widely used, especially for the characterization of homogenates from whole anatomical structures or tissue biopsies [75]–[77]. Recent technical advances have enabled the extraction of identified cell populations, which combined with the microarray platform have been used as a classification tool for neuronal cell type taxonomy [5], [6]. Along similar lines we have in the present study shown that it is possible to obtain specific gene expression profiles from fluorescently identified cell populations in the mammalian spinal cord based on microarrays hybridized with amplified aRNA from as few as 50 cells. The use of identified cell populations opens up for studies of global gene expression dynamics within distinct cell populations [78].

Using the optimized experimental protocol complemented with the microarray analysis methodology, as presented in this study, we identify 49 genes as DE between the MNs and dCINs. In the MN population 17 genes were more expressed than in the dCIN population, while 32 genes were found to be more expressed in the dCIN population compared to the MN population. The gene expression profiles of each of the two neuronal populations reflect their different anatomical and functional characteristics.

### Methodological considerations

We selected a path of analysis that, within the tested methods, led to a robust classification of DE genes on our data set. We first introduced a simple algorithm to examine and possible validate probe level distribution similarity, termed QLT. For each probe, the microarray signal consists of a combination of true gene expression signal and several sources of experimental noise, while it at the same time is subject to biological variation. Since the correct distributions of the gene expression profiles are in fact unknown, assumptions have to be made about the corresponding microarray signal structure in order to extract the true gene expression signal. First, normalization is carried out to eliminate experimental effects that cause between-chip variations, while any remaining common sources of error masking the true signal are handled in the downstream analysis following normalization. Two existing normalization methods, QPN and qspline [22], [79], minimize between-chip variation by nonlinear transformations that map all microarray probe level distributions onto the average distribution of the constituting data set. Both methods rest on the biological assumption that all transcript level distributions are conserved in spite of any experimental perturbations. Hence differences among the observed microarray probe level distributions are attributed to experimental effects and the normalization is designed to equal all these distributions. With the introduction of the QLT we make an initial normalization step that in effect separates the experimental variations into linear and nonlinear parts. The QLT transformation accomplish this by rescaling each array using parameters from a linear regression between quantiles of the probe level distributions and the average probe level distribution, leaving nonlinear variations unaffected. Visual inspection of the QLT distributions can be used to illustrate the degree of linear and nonlinear experimental variations in the data set given the assumption of equal gene expression distributions. This means that pure linear experimental variations produce identical overlapping QLT distributions whereas additional nonlinear variations will show up as deviations of the QLT distributions from the average distribution. This transformation could therefore potentially suffice to produce identical intensity distributions if there are no nonlinear experimental variations. In the case of predominant linear experimental variations we also find it more plausible to assume that the actual gene expression profiles are in fact identical. The QLT can furthermore be used as a visualization tool to inspect array quality and effects of background compensation. Array outliers will typically show up as deviating distributions among the set of identical distributions. We found no array outliers, in fact all 22 QLT distributions superimposed validating the basic assumption that the microarray distributions are identical in our data set (Figure 2B). Having confirmed the convergence of the experimental microarray distributions we further tested the effect of additional QPN following QLT to compensate for minor nonlinear effects at the distribution tails. We found that QLT followed by QPN [80] improved the correct clustering of samples according to experimental groups (MNs, dCINs and MIX) compared with either normalization procedure used alone. On our data set this effect of normalization seemed to have the biggest influence on RMA expression profiles, indicating that the pattern of expression is better preserved in Li-Wong expression summaries than in RMA summaries. We therefore based the DE classification methods on the Li-Wong expression summaries.

Three methods were used to classify genes as DE within a 10% FDR: Cyber-T, limma and SAM. All three methods agree quite well with each other, but in order to increase the consistency of DE detection a conglomerate classifier based on the average rank of all three statistical tests was used. 

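The probe sets called by limma with Benjamini-Hochberg adjustment were 3.81% of the 1050 on the arrays. The mean of the limma and Cyber-T counts at a mixture FDR of 10% and the SAM count was 55.3. Among the paper's functional classes, the calls higher in dCINs held 9 receptor genes, such as Grik1, and 5 transporter and release genes, such as Slc32a1, and those higher in MNs held 5 axonal and cytoskeletal genes, such as Nefl and Nefh.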

With a FDR cutoff of 10% for each method we find that an average of 49 genes are significantly DE. In other words less than 5% of the neuron related genes on the microarray. It is worth noting that although we chose an initial cutoff of 10% for each method, using the conglomerate classifier presented here has the effect that the majority of genes in fact have at least one FDR value that fall below 5%. The combination of three methods to detect DE genes thus gives candidates that have lower FDRs than would be expected from the actual cutoff of each individual method. The variation in gene ranks (and FDRs) between the three methods can possibly be attributed to the differences in how they attempt to overcome instabilities in the gene specific variance estimates. Especially any variance-to-mean dependence remaining after the log_2_ variance stabilizing transformation will affect the regularized t-statistic when this is based on the assumption of homoscedasticity (i.e. homogeneity of variance), which is the case for limma and SAM. Cyber-T is the only of the three methods that incorporates this sort of dependence into its estimate of the t-statistic. This could also be the reason why the p-value histogram of Cyber-T shows less dependence than limma p-values (Figures 3A and B). Interestingly this dependence structure for limma p-values seems to be reduced in the RMA expression profiles (Supplementary Figure S1).

In summary, we conclude that the combined effect of having three FDRs for each gene may help to determine DE genes. We also note that the relative high number of seven to eight replicates within each experimental group improves the power of each test to detect DE genes. From the list of the 49 most DE genes 7 representative genes were chosen for real time RT-PCR validation and all confirmed the findings of the microarrays.

### Biological significance of differential gene expression

Among the 49 most DE genes in this study all have previously been described in neurons. Most of these genes have been reported in either MNs or the spinal cord in general, supporting the quality of our microarray data. All the genes DE in MNs have previously been found in this cell class except *Tagl3*, a gene involved in cytoskeletal structures [24], [25]. Except for *Viaat* [44], the 32 genes found to be DE in the dCINs have never been associated with this particular neuronal population. Together our findings suggest that functional differences between MNs and dCINs are reflected at the level of gene expression.

At the anatomical level MNs are larger in diameter and they generally have longer axonal projections than dCINs, therefore it is perhaps not surprising that there is an over-representation of cytoskeletal related DE genes in the MN population. Five of the 17 DE genes belonging to the MNs fall into this category whereas none do so for the DE genes in the dCINs. 

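Of 14 measured genes of the cytoskeleton and axon, 4 were higher in MNs by limma (Nefl, Sncg, Nefh and Tagln3), 1 was higher in dCINs (Gap43, a protein of growth cones), and 9 were not called, the same counts as when adjusted over the list alone. Of the neurofilament genes Nefl and Nefh were called and Nefm, the medium chain, was not (log2 difference -0.29, SE 0.16, adjusted p = 0.598). Hspb1, a small heat shock protein of the same list, was called at a dimmer probe set but not at its brightest, the one counted here. The median log2 difference of the list was -0.18, and camera gave it an adjusted p of 0.0143 over 26 lists (0.0817 with an estimated correlation), which was 0.167 after quantile normalization and, with an estimated correlation, 0.387 with the array number as a block. Among called genes, 4 of the 5 in the list were higher in MNs against 7 of 30 outside it (Fisher's exact test, two-sided, p = 0.0258, and 0.0516 after adjustment over both lists tested). The list holds all 5 cytoskeletal genes that the paper lists for MNs, which were found on these same arrays. The 4 genes called higher in MNs are among them. The camera and Fisher results are therefore not independent of the paper's choice of genes. Gap43 was called in 2 of the 14 fits that left out 1 array.

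**Figure D2:**
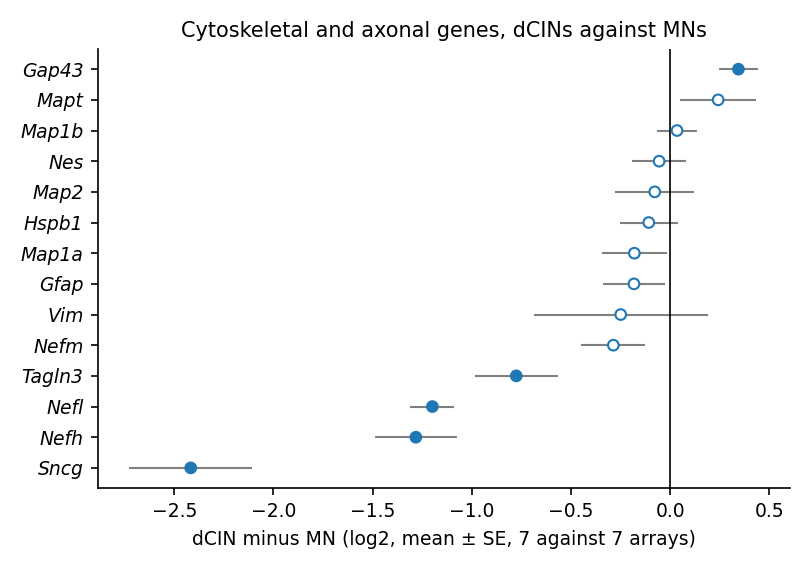
Log2 difference (dCIN minus MN) of the 14 measured genes of the cytoskeleton and axon, with SE (n = 7 arrays each). Filled points were called DE by limma. The neurofilament genes Nefl and Nefh and Sncg lie well below 0.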

The two cell populations are also known to release different neurotransmitters, which is confirmed by the microarray results. MNs release acetylcholine supported by the DE of *VAChT* in this population. 

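Slc18a3 (VAChT), the vesicular transporter of acetylcholine, had a signal of 4040 ± 927 in MNs and 566 ± 457 in dCINs (SD, n = 7 arrays each). In MIX arrays it was 2557 ± 709 (SD, n = 8). A further probe set had a log2 difference of -0.30 (SE 0.14, adjusted p = 0.439). Of the genes of the cholinergic list Slc18a3 was the only 1 measured, and its call stands when adjusted over the list alone.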

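Slc32a1 (Viaat), which loads GABA and glycine into vesicles, lay above every MN array in 6 of the 7 dCIN arrays, and Slc1a6 (EAA4), which takes up glutamate, in 7 of 7. In MIX arrays the signal of Slc32a1 was 400 ± 128 (SD, n = 8).

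**Figure D3:**
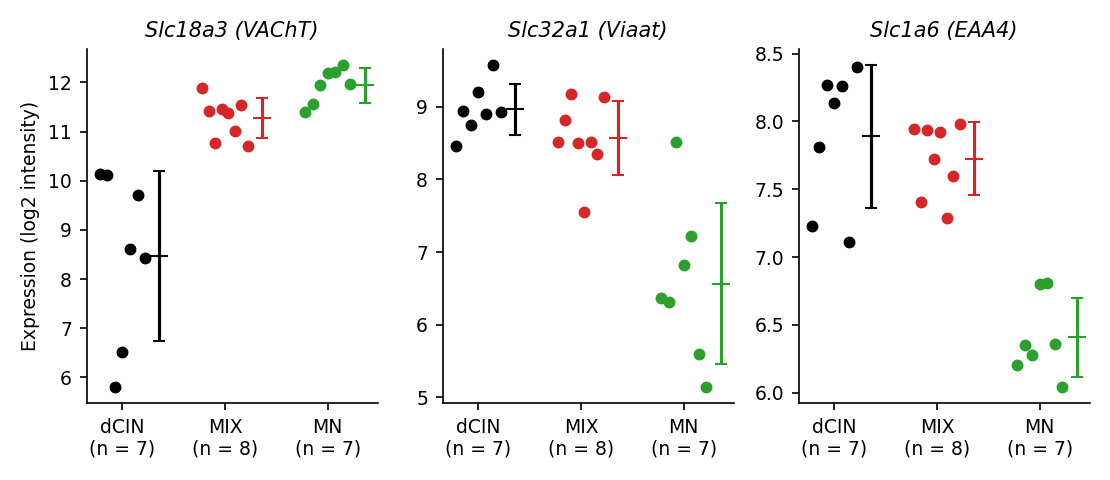
Log2 intensity of Slc18a3 (VAChT), Slc32a1 (Viaat) and Slc1a6 (EAA4) on each array, by group. Each point is 1 array, and the bar beside the points is the mean ± SD. VAChT lies highest in MNs, and the other genes lie higher in dCINs than in MNs.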

The dCINs on the other hand constitute a mixed population of both inhibitory and excitatory cells that release either GABA/glycine or glutamate [15], [43], [49], reflected by the DE of *Viaat*, *Gat1* and *EAA4* in these cells. Two genes, *Npy* and *Penk*, coding for neuropeptides that previously have been connected mainly with the regulation of pain perception in the spinal cord, were surprisingly found to be DE in the dCIN population. Pro-enkephalin immunoreactive fibers have been described in motor columns and close to the central canal [63]. However, there are no previous studies showing mRNA expression of *Penk* in interneurons in the ventral spinal cord, although in this study the expression of *Penk* was ranked high with all algorithms used for detection. Neuropeptide Y (*Npy*) on the other hand has been described in interneurons located in the intermediate part of the spinal cord [81], but it has also been found to be transiently expressed there and in lamnia X prenataly [82].

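Of 19 measured genes for voltage-gated potassium channels, Kcnc1 (Kv3.1) was called higher in dCINs and none was called higher in MNs over all probe sets by limma, where each gene was taken at its brightest probe set. Adjusted over the list alone, 1 was higher in dCINs and 1 in MNs, the latter Kcna1 at its brighter probe set, while its dimmer probe set, that of Table 1, was called higher in MNs over all probe sets. The median log2 difference of the list was -0.06 (camera adjusted p = 0.952, 0.965 with an estimated correlation). Of 16 inward rectifier, calcium-activated and other potassium channel genes none was called by limma, also over the list alone (camera adjusted p = 0.554, 0.87 with an estimated correlation).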

Among the observed differences that may relate to functional specialization in neuronal firing and/or synaptic integration are the diverse expression of genes coding for three voltage gated potassium channels in MNs and dCINs: *Kv1.1* is more expressed in MNs whereas *Kv3.1* and *Kv1.4* are more expressed in dCINs. *Kv1.1* and *Kv3.1* both codes for delayed rectifying channels, where the channel encoded by *Kv3.1* is activated at more depolarized membrane potentials and inactivates faster than the channel encoded by *Kv1.1* [83]. *Kv1.4* codes for an A-type fast-inactivating potassium channel that has been shown to induce rapid repolarization of the action potential [83]. These properties of the channels encoded by *Kv3.1* and *Kv1.4* suggests that dCINs can produce faster spiking [84], [85] than MNs although such functional tests have not been done systematically in the rodent spinal cord.

It furthermore seems that the dCINs have a more dense and broader range of receptors/ligand gated channels than the MNs, which will affect the synaptic integration in the two cell populations. 

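Of 114 measured receptor genes, 9 were called higher in dCINs by limma and 1, the serotonin receptor Htr3a, higher in MNs. Adjusted over the list alone, 10 were higher in dCINs and 1 in MNs. Glutamate, GABA-B, serotonin, orexin, somatostatin and cannabinoid receptors were among those higher in dCINs, for instance Grik1, Gabbr2, Htr5b and Sstr2. Over the whole list 54 of 114 were positive, with a median log2 difference of -0.04 and a mean of 0.09, while without the MN samples of over 200 cells 77 of 114 were positive, with a median of 0.07. Camera gave an adjusted p of 0.354 (0.87 with an estimated correlation), and Fisher's exact test of direction among called genes a two-sided p of 0.12. With only probe sets of a mean log2 value of at least 6, the calls in dCINs less those in MNs fell to 3, from 8.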

There are 11 genes in this category that are more expressed in dCINs than in MNs, while there are only 3 genes in this category that are more expressed in MNs than in dCINs. The analysis shows that the two cell populations differ in the gene expression of two different types of 5-HT receptors and an alpha-1 adrenoreceptor (*Ada1d*). 

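Of 11 measured serotonin receptor genes, the ionotropic Htr3a was called higher in MNs, the metabotropic Htr5b was called higher in dCINs, and 9 were not called by limma (also 1 and 1 when adjusted over the list alone). The median log2 difference of the list was -0.03 (camera adjusted p = 0.904, 0.954 with an estimated correlation). Adra1d was called at 1 of its 2 probe sets, the dimmer, so none of 12 adrenergic and dopamine receptor genes was called at its brightest probe set by limma (0 over the list alone, camera adjusted p = 0.523, 0.87 with an estimated correlation).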

The gene for the ionotropic 5-HT_3A_ receptor (*5HT3r*) is more expressed in the MNs as is the gene for the alpha-1D adrenoreceptor (*Ada1d*), while dCINs express more of the gene coding for the metabotropic 5-HT_5B_ receptor (*5HT5b*). Expression of *5HT5b* has not previously been described in the spinal cord. The consequences of this differential distribution may reflect functional differences in the response to descending serotonergic and noradrenergic signals from the brainstem [45]. The additional DE genes for receptors in the dCIN population reflect the fact that dCINs integrate various synaptic signals to coordinate left-right movement during locomotion. 

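Ionotropic glutamate receptor genes were called for 1 of 15 measured, Grik1 (GluR5), higher in dCINs, and 2 when adjusted over the list alone. The list had a camera adjusted p of 0.204 (0.296 with an estimated correlation). Of the metabotropic glutamate receptor genes Grm4 was called higher in dCINs, also over the list alone (camera adjusted p = 0.14, 0.296 with an estimated correlation). Of 16 GABA receptor genes Gabbr2 was called (1 over the list alone, camera adjusted p = 0.952, 0.965 with an estimated correlation). Neither of the 2 measured glycine receptor genes was called by limma, also over the list alone.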

Ionotropic receptor channels for glutamate and glycine (*GluR5*, *GluR2* and *Glra1*) are strongly activated during rhythmic activity such as locomotion [14], whereas some of the metabotropic receptors are know to cause slow modulation of the activity (*mGluR1* [86], *Gabr2* [87] and *Cnr1* [88]). Obviously some of these receptors, like the receptors for AMPA, kainate, glycine and mGluR1, are also found in MNs [89]. However, our study suggests that the MNs achieve a synaptic integrative function by a less dense distribution of these receptors than found in dCINs.

The genes coding for orexin and somatostatin receptors were DE in dCINs. 

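Of 28 measured genes for neuropeptide and other G protein coupled receptors, 4 were called higher in dCINs, the orexin receptors Hcrtr1 and Hcrtr2, Sstr2 and Cnr1, and none higher in MNs by limma (4 and 0 over the list alone). The median log2 difference of the list was 0.04, with a camera adjusted p of 0.136 (0.536 with an estimated correlation). Hcrtr1 lay at 0.314 and Hcrtr2 at 0.376 of the way from the MN mean to the dCIN mean in MIX arrays.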

Orexin has been suggested to be involved in sensory modulation, as it has been found to have a high expression in both pre-ganglionic sympathic cell columns and descending fibers terminating around the central canal close to the location of the dCINs [90]. The DE of the genes coding for both orexin receptor 1 and 2 in the dCINs indicate that these cells could be a target for such sensory modulation and integration. Somatostatin is another molecule connected with sensory input and its modulation, in particular nociception [91]. Somatostatin is expressed in laminae I-III of dorsal horn cells [92], [93], whereas its receptor has been found to be expressed in several parts of the spinal cord including the ventral cord where the dCINs are located [93]. The apparent DE of the gene coding for somatostatin receptor 2 (*Ssr2*) in dCINs could imply a role for this population in sensory integration and modulation.

### Conclusions

The protocol developed in this study was used to describe the static differences in transcript levels between two identified populations of neurons in the lumbar spinal cord of the neonatal rat, the MNs and dCINs. Our findings constitute a step forward towards understanding the functional differences between the MNs and the dCINs in the spinal cord. We also describe a new probe-level pre-processing analysis that illustrates the linear relationship between probe intensity distributions. These linearly transformed distributions can be used as an initial microarray quality assessment. This analysis method also helps the user to determine the distributional effect of background compensation and normalization and can thus help to guide the choice of these.

The experimental protocol described here furthermore has a much wider range of application. Long-term changes in electrical properties due to external perturbations, in particular spinal cord injury, have been reported in MNs [94]–[96]. Such activity dependent changes in membrane and cellular properties are arguably reflecting underlying modulation of gene expression, but to pinpoint the molecular mechanisms and targets of these changes have until recently remained elusive. In traditional microarray gene expression studies of spinal cord injury, tissue homogenates of whole spinal cord segments have been used [75], [76], [97], [98] and they therefore do not address the dynamics of global gene expression regulation in individual cell populations [75], [76], [97]. The present study provides a robust experimental protocol and an analysis methodology that enables such examinations at the cellular level and can thus be seen as an important step to examine changes in cell specific gene expression profiles over time, as for example in identified neurons after spinal cord injury or during development.

## Materials and Methods

### Spinal cord dissection, neuron labeling and cryo sectioning

Neonatal (postnatal day 0–4) Wistar rats were used in this study. All animals were cared for and used in accordance with the directives of the local ethical committee on animal experiments, the Swedish Animal Welfare Agency and EU. The rats were anesthetized with isofluran (Forene®; Abbott Scandinavia), decapitated, eviscerated and then transferred to a dissection chamber filled with oxygenated (5% CO_2_ in O_2_) and ice-cold low calcium Ringer's solution [111,14 mM NaCl/3,09 mM KCl/11,10 mM Glucose/25 mM NaHCO_3_/3,73 mM MgSO_4_/1,10 mM KH_2_PO_4_/0,25 mM CaCl_2_ (all from Merck) in 0,1% (v/v) Diethylpyrocarbonate-treated (DEPC; Sigma) and autoclaved dH_2_O; pH 7,4]. The spinal cords were dissected out by removing the vertebrate bodies and all dorsal and ventral roots were cut at the base, except the L1–L6 ventral roots. MNs or dCINs in the L2 segment of the isolated spinal cord were labeled with the retrograde fluorescent tracer RDA (3000 MW; Molecular Probes) applied to the cut ends of the L2 ventral roots (MNs) or the cut end of the hemi-segmental transection of the spinal cord between L3 and L4 (dCINs) as described previously [13], Figures 1A and B. After application of RDA the spinal cords were incubated in oxygenated (5% CO_2_ in O_2_) normal calcium Ringer's solution (111,14 mM NaCl/3,09 mM KCl/11,10 mM Glucose/25 mM NaHCO_3_/1,26 mM MgSO_4_/1,10 mM KH_2_PO_4_/2,52 mM CaCl_2_ in DEPC-treated and autoclaved dH_2_O; pH 7,4) at room temperature in a dark chamber for three hours. Following the incubation the spinal cords (L1–L6 segments) were snap-frozen with CO_2_ and stored at −0°C until sectioning. The L2 segments were sectioned in a cryostat into 10 µm sections, which were mounted on nuclease and human nucleic acid free 0,9 µm POL-membrane frame slides (Leica Microsystems) and stored at −80°C until LMD.

### Laser microdissection and cell extraction

The RDA positive neurons (MNs or dCINs) were isolated from the spinal cord sections using the Leica AS LMD laser microdissection system (Leica Microsystems) at room temperature. Laser microdissected cells were collected in the cap of a PCR tube by the force of gravity and incubated in 10 µl extraction buffer (PicoPure™ RNA Isolation Kit; Arcturus) at +42°C for 30 minutes. The cell extracts were stored at −80°C until the RNA was isolated. To reduce RNA degradation the LMD procedure never exceeded one hour before extraction buffer was added to the microdissected cells. 50–250 labeled neurons (on average a 100 cells) were laser microdissected per preparation. Control samples (MIX) were generated from randomly laser microdissected cells from the ventral part of the L2 spinal cord sections.

### Total RNA isolation, mRNA amplification and aRNA biotinylation

The PicoPure™ RNA Isolation Kit was used to isolate total cellular RNA from the laser microdissected cells. A DNAse treatment was always added to the RNA isolation protocol to eliminate genomic DNA contamination (RNase-Free DNase Set; Qiagen). The mRNA fraction of the total cellular RNA was amplified by a two round T7 linear amplification process using the RiboAmp® HS RNA Amplification Kit (Arcturus). The complementary DNA (cDNA) from the second round of the amplification process was used to generate biotin-labeled aRNA in an in vitro transcription (IVT) reaction using the GeneChip® Expression 3′-Amplification Reagents for IVT Labeling (Affymetrix). The yield and purity of the biotinylated aRNA samples were determined in a BioPhotometer (Eppendorf) and only samples of good integrity were further processed. RNA isolations including DNase treatment, RNA amplifications and biotin-labelings were performed according to manufacturers' instructions.

We amplified mRNA from 50–250 laser microdissected cells for microarray hybridization, keeping the input material within a range of a factor five as suggested in [5] and therefore minimizing complications in downstream analysis due to amplification artifacts [5], [99].

### RNA quality control and microarray hybridization

The integrity of the biotinylated and amplified aRNA samples were furthermore assessed on Agilent RNA chips with the Agilent 2100 Bioanalyzer (Agilent Technologies), both before and after fragmentation of the samples. Five µg of the fragmented samples were hybridized to RN_U34 chips, which were subsequently scanned. One array always originated from one animal. The Agilent quality controls and microarray hybridizations were done by the Affymetrix core facility at Novum (Bioinformatics and Expression Analysis core facility, Department of biosciences and nutrition, Karolinska Institutet, Huddinge, Sweden) according to the manufacturers' instructions.

### Real time reverse transcription PCR

Real time RT-PCR was used to validate the microarray hybridization results for seven of the genes detected as DE. The real time PCR was performed on one linear round amplified cDNA according to the microarray protocol above to facilitate direct comparison with the microarray hybridization results. As normalization genes we used the housekeeping genes *Gap-dh* and *Beta-actin*, which both showed little variation in expression across samples on the microarrays. 

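Gapdh, an enzyme of glycolysis, had a signal of 480 ± 81.8 in dCINs and 795 ± 402 in MNs (SD, n = 7 arrays each) and 362 ± 155 in MIX arrays (n = 8) at its 3' control probe set. It ranged from 174 to 1501 over the 22 arrays. The dCIN minus MN difference was -0.59 (SE 0.27, adjusted p = 0.427 from limma). Beta-actin, a protein of the cytoskeleton, had 360 ± 128 in dCINs and 360 ± 120 in MNs and 493 ± 266 in MIX arrays at its 3' probe set, with a difference of 0.00 (SE 0.27, adjusted p = 1). Against the other probe sets, the spread of the Gapdh 3' signal over the 22 arrays stood at the 91.7th percentile and that of beta-actin 3' at the 89.7th, while the beta-actin 5' probe set stood at the 21.1st.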

The sequences of the primers are listed in Table 3. The real time PCR was performed using the ABI Prism® 7000 Sequence Detection System (Applied Biosystems) and the SYBR® Green PCR Master Mix (Applied Biosystems). The cDNA was first denatured at +95°C for 10 minutes and then the reaction profile was subjected to 45 cycles of amplification. Each cycle consisted of denaturation at +95°C for 15 seconds and annealing/extension at +60°C for 60 seconds. After the last amplification cycle, a dissociation curve was constructed by increasing the temperature from +60°C to +95°C. Four individual MN samples were compared with three dCIN samples. The limited amount of material from each sample constrained the amount of replicas to two per sample and primer set. The variation seen in the real time RT-PCR ratios (Figure 4D) therefore appear rather large, as it reflects biological variation between animals rather than experimental variations between multiple replicas of primer samples. In order to increase the reliability of the biological validation, the real time RT-PCR was performed on RNA samples originating from a separate set of animals distinct from the ones used for the microarray hybridization experiments.

**Table 3:** Real time RT-PCR primer sequences.

Gene	Oligonucleotides (5′to 3′)
**MNs>dCINs:**	
*Nefl*	
–Forward primer	GCA GAG TAT CTG TTT GCT TGC
–Reverse primer	GTG ATT CAC ATT GCC GTA GAT
*VAChT*	
–Forward primer	GTG TTA GGC GTC TAC CTC ACC
–Reverse primer	AAG AGC TCA CTC CAA TTA CCG
*Calcb*	
–Forward primer	GGA AAA CAC CAT TGT CAC TTG
–Reverse primer	TTT GAC TGG CCA TAG ACT CAG
*Kcna1*	
–Forward primer	ATG TAC CCT GTG ACA ATT GGA
–Reverse primer	GAA ATT GGA CAC AAT GAC AGG
*5HT3r*	
–Forward primer	CCT TTT TGA TCA GAG GAA AGC
–Reverse primer	CCA CAA GTG AGC TGA AGA AGA
**dCINs>MNs:**	
*Ox2r*	
–Forward primer	TAG CCA ATA AGA CCA CCC TCT
–Reverse primer	TGT ACG TCA CCA GAA AGA AGC
*Viaat*	
–Forward primer	TCG TAT GTG GCC ATA GCT AAC
–Reverse primer	GAT ACA CGT CAT CAC CAG CTC
**Housekeeping genes:**	
*Gap-dh*	
–Forward primer	TGG GTG TGA ACC ACG AGA AAT A
–Reverse primer	GCT AAG CAG TTG GTG GTG CAG
*Beta-actin*	
–Forward primer	TCG TAC ACT GGC ATT GTG AT
–Reverse primer	CGA AGT CTA GGG CAA CAT AGC A

The 2^(−ΔΔCT)^ method [100] was used to quantify the difference of mRNA expression of each gene with respect to a housekeeping gene (ΔC_T_) between sample and control (ΔΔC_T_). The analysis was done in R (http://www.r-project.org) on data exported from the ABI Prism® 7000 SDS software (Applied Biosystems).

### Minimizing contamination from surrounding cells

We kept the thickness of the spinal cord sections for LMD at 10 µm to minimize contamination from surrounding cells as described in [5]. Possible contamination from surrounding cells after LMD presumably average out in the analysis over the seven to eight microarray replicas, as the significance analysis of DE genes only detects transcripts that are consistently DE between the experimental groups. We do not expect such minimal and random contamination to produce consistent signals across samples that could produce false positive DE genes. In worst case scenario such a small contamination will introduce noise to the “true” cell-specific expression values, which could prevent detection of differential expression for low expressed genes.

### Microarray probe annotation

It has previously been noted that some old probe sets remain annotated in the Affymetrix chip description files (CDFs) even though analysis on updated genome and transcriptome sequence databases show clear miss matches (MM), i.e. unspecific alignments [101], [102]. These erroneous probe sets should be excluded from the analysis and masked, for instance by altering the CDF files themselves as suggested in [101]. We relied on the Ensembl [103] transcriptome database to filter out obsolete probe sets. The Ensembl transcriptome database only includes Affymetrix probe sets that match the updated transcript sequences. By linking to the Ensembl transcriptome database and retrieving the annotated probe sets for the RN_U34 chip we in essence filter out genes by excluding probe sets not included in this updated list. For the RN_U34 chip this procedure reduced the probe sets with 272 transcripts, making it a total of 1050 not 1322. That means that almost 21% of the probe sets on the RN_U34 chip were obsolete.

The biomaRt bioconductor package (http://bioconductor.org) was used to retrieve updated annotations for the RN_U34 probe sets from the Ensembl transcriptome database.

### Background compensation

Three methods were tested to reduce background noise: Global, MAS (MAS 5.0 software; Affymetrix) and RMA convolution [80]. The Global background compensation is a simple method to minimize the array-wise background level by subtracting the array PM intensity minimum from all PM values, i.e. resetting each array intensity distribution to start at zero prior to normalization. Both MAS and RMA background compensation are described elsewhere [80], [104].

### Normalization

Two widely accepted and popular methods for microarray normalization, QPN and qspline [22], [79], operate on array distributions through nonlinear transformations of the distribution quantiles. These methods assume that the gene expression distributions of different cell types are identical, i.e. any change in the expression of individual genes is balanced such that the overall distribution is preserved. Taken together this implies that any deviation among the measured probe intensity distributions is due to experimental errors and normalization can be carried out to equal these distributions. In order to actually test the hypothesis that all gene expression distributions are identical, we developed a linear scaling method to inspect for similarity among probe intensity distributions. In line with the strategy of the QPN and qspline methods we consider the intensity distributions and hence re-order the data into quantiles, which plotted against a reference distribution produces monotonically increasing curves to which a linear regression can be performed with good results. We thus combine a nonlinear transformation of sorting the data according to rank with a linear fit to the transformed data. The parameters of the fit are then used to rescale the data, in essence making the normalization itself a linear transformation. In this analysis we only use PM values excluding the MM values and make use of probe level normalization in accordance with previous discussions [80], [105], [106]. In particular, the procedure is a linear transformation that maps each array's PM intensity distribution, *I_j_*, onto the average PM distribution of all arrays, *I_ref_*. We refer to this procedure as QLT. For the average reference distribution the *q*-th quantile is calculated as follows:
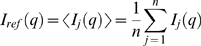
(eq 1)For a total of *m* probes, the mapping between quantiles and ranks, *r*, are given by: *q = r/m|r* = {1, 2, … , *m*}. In short, we therefore sorted the probe intensities of each of the *n* microarrays according to rank *r*, aligned these vectors of ordered intensity values into columns of a matrix and averaged each row to give the average quantiles for the reference distribution (calculated as the QPN procedure). The scaling parameters for each array were obtained from a linear regression between quantiles, *q*, of the average distribution, *I_ref_*, and the PM intensity distribution, *I_j_*, for array *j*:
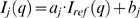
(eq 2)Thus *I_j_ (q)* is a vector of ordered intensity values for array *j*, making this a regression to pair-wise equally ranked intensities. In particular we solve:
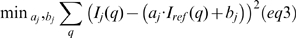
(eq 3)It should be noted here that, as the distributions do deviate at the tails (see Figure 2C), the linear fit to quantiles was carried out on a reduced range: from the 0th to 90th quantile. The variation at the tails only accounts for a small percentage of the data, the majority of which correlate nicely with the average distribution. The range of the linear fit is not fixed and can be adjusted according to the data set under consideration. The parameters, *a_j_* and *b_j_*, from the linear regression are used to rescale array *j:*

(eq4)
*I* ^*_j_* is the normalized intensity distribution. Under the assumption of equal expression distributions and linear experimental artifacts, this linear scaling should suffice to make all distributions equal irrespective of the nature of these distributions. That is, if two distributions belonging to the same family and therefore only deviate in their distribution parameters, a qq-plot between these will show a linear relationship that deviates from the identity line according to the difference in the distribution parameters.

### Expression summary measures

Li-Wong model based index was used as probe set summary measure [107]. RMA summaries [108] were also tested for comparison. After expression summary calculation all gene expression profiles were minimized by subtraction of the universal minimum of all expression values. This procedure increases ratios of gene expression between samples. Both summary measures were calculated using the affy package from Bioconductor (http://bioconductor.org). The Li-Wong expression summaries for each of the 22 microarrays were submitted to the National Center for Biotechnology Information (NCBI), Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/), together with the raw CEL files under accession number GSE9439.

### Quality control

Un-supervised hierarchical clustering with centered Pearson correlation distance measure and principal components analysis were used for the final quality assessment of normalized gene expression summaries. Cluster, pls and amap Bioconductor packages (http://bioconductor.org) were used to calculate and plot the dendogram and principal components.

### Differentially expressed genes

We used a conglomerate classifier based on three different regularized t-test procedures to identify DE genes: Cyber-T [19], limma [18], [109] and SAM [20]. The regularized t-test calculation of either method is implemented for all *n* genes on the microarray. To evaluate the likelihood of DE we use FDR that has been proposed as a good strategy to handle the increasing family wise error rate of multiple testing [23], [110], [111]. For SAM the moderated t-statistic (d score) does not have an associated distribution theory so estimates of reliability are based on empirical FDRs calculated from balanced permutations of samples [20]. Cyber-T and limma on the other hand produce a p-value for each gene, which is used to calculate FDRs. We use two different strategies to calculate the FDR: 1) a mixture model approach as described by Allison *et al* [112] and 2) a step-up FDR controlling procedure suggested by Benjamini and Hochberg [23]. The mixed model approach calculates the expected FDR for a given p-value based on a fit of beta distributions to the histogram of p-values; the higher order beta functions represent the likelihood of true positive and the “null” beta function the likelihood of false positive, which combined can be used to calculate the FDR. Dependence structures in the data manifested as peaks elsewhere in the histogram violates the general assumptions of the model [112]. The other approach, BH FDR, adjusts the p-values by multiplying each p-value with a factor determined by its rank (p-values sorted ascending), *r_i_*, and number of genes, *n*. For gene *i* the adjusted p-value is given by p.adj_i_ = p.raw_i_ * (n/r_i_). To control the FDR we select a FDR = *ϕ* and reject all *p.adj_i_<ϕ* such that *ϕ*% of the rejected null hypothesis' are expected to be false positive. For each test all the genes were ranked according to their test statistic and for each gene the average rank of all three methods were used as a conglomerate classifier of DE.

Calculation of the FDRs for the mixed model approach was carried out with scripts modified from the Cyber-T source code. The BH FDR was implemented by the multtest Bioconductor package in R. Limma and SAM were implemented using the standard Bioconductor packages limma and samr respectively.

### Ratios

For both Affymetrix gene expression summaries and real time RT-PCR data the average ratio of gene expression between the two experimental groups, 

, was calculated as the geometric mean of all ratios, *R_i_*, for each gene:
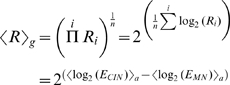
(eq 5)where subscripts *g* and *a* on angled brackets indicate geometric and arithmetic mean respectively and *E* represent expression values. For the average log_2_ transformed ratios, *M*, (as plotted in Figures 4 A-D) we have:
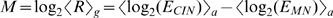
(eq 6)The average log_2_ transformed expression A of any given gene, as used in Figure 4, is given by:
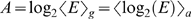
(eq 7)

### Software

All analysis was done using R (http://www.r-project.org) and Bioconductor (http://bioconductor.org), where each R package used is specified in the relevant method section. Cyber-T source code was obtained from the website http://visitor.ics.uci.edu/genex/cybert/. Separate R scripts for QLT normalization, Global background compensation and real time RT-PCR analysis were developed and can be obtained from authors on request.

## Supporting Information

Figure S1 RMA statistics. RMA statistics normalized as Li-Wong (Global bg+QLP+QPN+universal bg). A. Dendogram based on hierarchical clustering of correlation distance between individual RMA expression profiles. B. First two principal components of RMA expression profiles. Symbols: 1 (black) = dCINs, 2 (red) = MIX, 3 (green) = MNs. C. Mixed model fit to Cyber-T p-values, one beta distribution (red): (λ_0_, λ_1_, r, s) = (0.866, 0.134, 0.261, 1.164). D. Mixed model fit to limma p-values, one beta distribution (red): (λ_0_, λ_1_, r, s) = (0.823, 0.177, 0.328, 1.446). Fits to include two or three beta-functions gave similar curves for both limma and Cyber-T. E. Log transformed p-values versus the FDR for limma (black) and Cyber-T (red) for two different measures of FDR. Plot symbols: +represents mixture model FDR based on the fit to one beta distribution parameters from C and D and closed circles are BH FDR. Both methods are indistinguishable at low FDR but deviate slightly at higher FDR. F. Empirical FDR from SAM as a function of its t-statistic (d-score). Horizontal dashed line in E and F correspond to a 10% FDR cutoff.
(2.46 MB TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

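Gene expression was measured on Affymetrix RN_U34 arrays hybridized with amplified RNA from laser microdissected cells of the ventral horn of neonatal rats of postnatal day 0 to 4. Retrogradely labelled dCINs filled 7 arrays, labelled MNs 7 and randomly sampled ventral horn cells (MIX) 8, each array from another animal, with sections of 10 µm and 5 µg of amplified RNA per array. The deposited intensity values were made by the authors from the PM probes by global background subtraction within each array, quantile linear transformation and then quantile projection normalization over all 22 arrays, Li-Wong expression summaries on a linear scale, and subtraction of a universal minimum. The table holds 1050 probe sets, those the authors kept after mapping to Ensembl. Its lowest value is 1, its second lowest 4.49 and its highest 8642. Of the probe sets, 961 have 1 gene symbol in the platform annotation, 7 have several genes, 5 are named from the paper and 77 have no name. The probe-level intensities and the real time RT-PCR values were not analysed here. Some genes are not reported here. No count of molecules stands behind an array signal, so the number of arrays limits the precision.

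The summaries were log2-transformed and compared between dCINs and MNs with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no trend, not robust). Probe sets were called at a Benjamini-Hochberg adjusted p under 0.1 over all 1050 probe sets. The mixture FDR of the paper was fitted by maximum likelihood to the same p-values. A regularized t written after the published description of Cyber-T (window of 101 probe sets, prior weight of 10) and a SAM statistic with 100 balanced permutations were run on the same arrays, and the ranks of all 3 statistics were averaged. MIX arrays entered limma fits with 3 group means over all 22 arrays. Clustering used 1 minus Pearson's correlation of the linear summaries and complete linkage, and the tree was divided into 2 branches. Principal components were taken from the centered linear summaries. Single values were compared between dCINs and MNs by exact permutation tests, two-sided, over all splits of the 14 arrays. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15.

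The designs, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined. The rule named every probe set of the paper's Tables 1 and 2, whose values in the paper had been seen, the Gfap, Mbp, Gapdh and beta-actin probe sets, the called probe sets outside Table 1 with the largest differences, up to 3 genes with the smallest p of each list, and the called probe sets with the largest differences in the MIX contrasts. There were 29 gene lists: genes of cholinergic transmission, GABA and glycine handling, and glutamate transport; receptors for glutamate (ionotropic and metabotropic), GABA, glycine, serotonin, adrenaline and dopamine, acetylcholine, neuropeptides and ATP, and their union; neuropeptide precursors; potassium channels (2 lists), sodium channels and calcium channels; ion pumps; vesicle and release proteins; the cytoskeleton and axon; growth factors and their receptors; markers of astrocytes, oligodendrocytes, microglia and leukocytes, vessels and Schwann cells; and immediate early and stress genes. Each gene was represented by its brightest probe set over the 22 arrays. The 26 lists with at least 3 measured genes were tested with camera (preset correlation of 0.01, and again with an estimated correlation) and with fry, adjusted over these lists, and calls were also adjusted over each list alone. Several lists hold genes of Table 1, which the paper chose on these same arrays. Tests of those lists are not independent of that choice.

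The alternatives were a fit over all 22 arrays, only probe sets with 1 symbol, an offset of 32 before the log2, only probe sets with a mean log2 value of at least 6, quantile normalization, subtraction of array medians, an intensity trend with a robust prior, array weights, the array number as a block, the number of cells as a covariate, leaving out the MN samples of over 200 cells, other FDR thresholds, other linkages and scales, other parameters of Cyber-T and SAM, and leaving out each of the 14 arrays. The code was tested on simulated data with known differences, where limma recovered 67.2% of log2 differences of 0.5, 94% of those of 1 and 100% of those of 2 between dCINs and MNs, with 8.42% of its calls false. Cyber-T recovered 61.2%, 95.5% and 100%, with 7.07% false, and SAM 68.7%, 95.5% and 100%, with 9.28% false. Of 1050 simulated probe sets, 67 were changed by 0.5, 67 by 1 and 66 by 2. These rates are for the simulated data. Whether they carry over to the real arrays, where some arrays share deviations, was not tested.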

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

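The tests on the arrays numbered 1 and 2, and the splits that keep these numbers balanced, were chosen after the results were seen.

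Outside Table 1, limma called Gap43, a growth cone protein, higher in dCINs with an adjusted p of 0.0979 (log2 difference 0.34, SE 0.10, n = 7 arrays each, called in 2 of the 14 fits that left out 1 array). The paper does not test the MIX arrays against the other groups. Between MIX and MNs limma called 10 probe sets, and 1 of 100 splits, the real one, gave as many, the highest of the others giving 7, so chance can be excluded. Between MIX and dCINs it called 5, again matched only by the real split (1 of 100, highest other 2), so chance can be excluded. The Gapdh 3' control probe set was among the 10, with a MIX minus MN log2 difference of -1.102. The 3' minus 5' log2 signal of Gapdh was 0.821 ± 0.763 in MIX, 2.28 ± 1.422 in MNs and 1.906 ± 0.408 in dCINs (SD). That of beta-actin went the other way, with 3.058 ± 0.845 in MIX, 2.682 ± 0.71 in MNs and 2.712 ± 0.65 in dCINs. Whether this bears on the MIX calls was not tested. Between MIX and both labelled groups limma called 0 probe sets, with a lowest adjusted p of 0.411 and 76 at an unadjusted p under 0.05. Since every one of the 100 splits gives at least 0 (up to 208), the splits say nothing about chance there. With the number of cells as a covariate limma called 126 in this contrast, 68 between MIX and dCINs and 13 between MIX and MNs.

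Single arrays stood apart from their group by the gap to the nearest array over the range of the group. The mean correlation of dCIN array 1 with its own group was 0.916 against 0.935 for the next lowest array, a gap of 0.591 of the range. For the log2 values of single genes the gap was 0.699 for Penk in MN array 7, 0.637 for Grm4 in dCIN array 1 and 0.575 in MN array 7, 0.575 for Sstr2 in MIX array 8, 0.6 for Apoe in dCIN array 3, 0.577 for Nrxn3 in dCIN array 1, and 0.585 for Hspb1 in dCIN array 7 and 0.588 in MN array 3. Such gaps were found in 9 of 186 groups, where chance, which gives about 1 in 20 groups, would give 9.3.

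The 3' minus 5' signal of the Gapdh and beta-actin control probe sets varied between arrays. With log2 of the cell number it had a Pearson r of 0.147 over 22 arrays (permutation p = 0.51, Spearman rho -0.13, permutation p = 0.56), which became -0.462 without the 2 arrays farthest from the median cell number, so the relation rests on those arrays and the cell number stays open. Between dCINs and MNs it differed by -0.172 on the log2 scale (SE 0.169, exact permutation p = 0.337, n = 7 arrays each), which leaves the cell type open as well.

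The dCIN and MN arrays numbered 1 and 2 deviated from their groups in the same probe sets. Over the 4 pairs of a dCIN and an MN array with these numbers the mean correlation of the deviations was 0.44 (0.296 to 0.532), against 0.138 (-0.192 to 0.452) over the 25 pairs of arrays numbered 3 to 7. The number of cells is argued against only through the dCINs, since dCIN arrays 1 and 2 came from 60 and 75 cells, within the 50 to 100 of the others, while MN arrays 1 and 2 were the largest MN samples with 250 and 230. A shared batch of processing stays open: the MIX arrays numbered 1 and 2 had a mean correlation of 0.116 with these arrays (-0.021 to 0.306), the beta-actin 3' minus 5' difference was 1.595 to 1.998 in the 4 arrays against 2.751 to 3.42 in the other labelled arrays (exact permutation p = 0.000999) and 1.779 and 2.324 in MIX arrays 1 and 2 against 2.601 to 4.185 in the other MIX arrays, but that of Gapdh was 4.138 to 4.503 in MN arrays 1 and 2 alone, against 1.132 to 2.566 in all other labelled arrays, dCIN arrays 1 and 2 included. No biological explanation was tested, and the labels give no batch.

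Other splits of the 14 labelled arrays, 100 drawn with the real one included, were fitted in the same way. For limma and for Cyber-T alike, 2 of 100 splits, the real one included, called at least the real 40. Of the other 99 splits, 93 called 0 with limma. The highest other split called 84 with limma and 44 with Cyber-T, more than the real split. Chance is therefore unlikely for both but not excluded. For SAM 6 of 100 splits called at least the real 82, up to 418, so chance cannot be excluded. The split with 84 and 418 puts all 4 arrays numbered 1 and 2 on the same side, and its SAM count, several times the real one, points to a structure of the arrays, although the other 6 splits of this kind called 0 to 3 with limma and 0 to 356 with SAM. Of the same draw, 50 other splits had 2 of these 4 arrays on each side, and the highest of them still called 18 with limma and 84 with SAM, above the real 82, in a split that keeps 6 of the 7 dCIN arrays together, while the other 2 such splits of this kind called 0 with limma and 2 and 10 with SAM. In a second draw of 100 splits, all with 2 on each side, the highest other called 2 with limma and 44 with SAM, so the 2 draws differ for SAM. With the arrays numbered 1 and 2 as a covariate the highest other of these splits called 19 against the real 83.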

How the results depend on the processing

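The alternatives with only the arrays numbered 3 to 7, and with the arrays numbered 1 and 2 against the rest as a covariate, were chosen after the results were seen.

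The direction of all 50 probe sets of Table 1 held in every alternative that tested them, and no called difference changed sign. The median of the receptor list, which was not called, went from -0.039 to 0.0661 without the MN samples of over 200 cells and to 0.0291 with only the arrays numbered 3 to 7. Over the other alternatives limma called 30 to 83 probe sets between dCINs and MNs. Leaving out 1 array gave 31 to 55 calls, 18 to 34 higher in dCINs and 12 to 21 higher in MNs, and 29 of the 40 called probe sets were called in all 14 of these fits. In every alternative set beforehand at a 10% FDR that tested them, 27 of the 40 were called. The calls with the fewest alternatives behind them included those of Cnr1, Nptxr, Atp2a2 and Gap43. The balance of directions moved most in the settings for the number of cells. With cells as a covariate 50% of calls were higher in dCINs and without the MN samples of over 200 cells 51.2%, against 62.5%. Those samples are MN arrays 1 and 2. These settings for the number of cells therefore cannot separate it from the deviations shared by the arrays numbered 1 and 2. The share was 59.6% with only the arrays numbered 3 to 7, which also lack the MN samples of over 200 cells. It was 65.1% with the arrays numbered 1 and 2 as a covariate. Leaving out single arrays moved it from 52.9% to 65.1%, so these shares do not decide between the explanations. With a mean log2 value of at least 6 only 364 of the 1050 probe sets were tested, and 39 were called, 31 of them among the 40.

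With array weights limma called 76 probe sets, 44 higher in dCINs and 32 in MNs. With the arrays numbered 1 and 2 as a covariate it called 83, 54 higher in dCINs and 29 in MNs. With only the arrays numbered 3 to 7 it called 57, 34 higher in dCINs and 23 in MNs. Clustering did not separate the cell types with average linkage or on log2 values, where 9 of 14 arrays counted as with their own type. It placed all 14 with Ward linkage and with only probe sets of 1 gene symbol. The share of the spread between the groups on the first component was 0.246 on log2 values, and that on the second was 0.362 without the MN samples of over 200 cells. With quantile normalization the calls between MIX and MNs were 3 and those between MIX and dCINs 2, 2 glial markers were called, and the median difference of the cytoskeletal list was -0.1751 (camera adjusted p = 0.167). With the number of cells as a covariate the calls between MIX and dCINs were 68 and those between MIX and both labelled groups 126. With only probe sets of a mean log2 value of at least 6, the receptor calls in dCINs less those in MNs were 3 and the glial calls 2, and with all probe sets of each gene the glial calls were 2. Except for the filter on low values, which tests fewer genes, the cause was not tested.

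The labels number the arrays 1 to 7 in each group, and whether equal numbers mark paired arrays stays open. The deviations of dCIN and MN arrays of the same number had correlations of 0.532, 0.296, -0.192, 0.376, 0.3, 0.055 and 0.207 for numbers 1 to 7. Those of different numbers ran from -0.482 to 0.497, and 2 of 7 dCIN arrays correlated best with the MN array of their own number. With a replicate block limma called 55 probe sets, 38 of them among the 40.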

Differences from the paper's values

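The alternative with the arrays numbered 1 and 2 against the rest as a covariate, and that with only the arrays numbered 3 to 7, were chosen after the results were seen.

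The paper counts 3 receptor genes as higher in MNs, and limma called 1 of the 114 genes of the receptor list higher in MNs, Htr3a. The list does not hold Ngfr, and Adra1d was called at the dimmer of its probe sets, which does not stand for the gene in the list. With all probe sets of each gene, 2 were called, which is within the paper's count by the factor of 1.5. With an offset of 32, a mean log2 value of at least 6, the replicate block, without the MN samples of over 200 cells and with quantile normalization, 1 was called. The paper counts 2 receptor genes for MNs in Table 2, where limma called both, and 11 for dCINs, where limma called 9. The receptor list gave 4 in dCINs with a mean log2 value of at least 6 and 7 without the MN samples of over 200 cells.

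The paper states that its 49 genes are DE. The tally went with it for 39 of the 50 probe sets by limma with Benjamini-Hochberg adjustment and for all 50 by SAM. The probe sets that limma did not call included those of Gria2, Kcna4, Nrxn3, Ntm, Glra1, Pcp4, Msmo1, Igfbp5, Tgfb3 and 1 of Apoe. The mixture FDR, which the paper uses, called Gria2, Tgfb3 and this Apoe probe set as well. Array weights called Gria2, Kcna4, Nrxn3, Igfbp5, Tgfb3 and Apoe. The fit over all 22 arrays called Nrxn3 and Tgfb3. The replicate block called Nrxn3, Ntm, Glra1 and Apoe. A mean log2 value of at least 6 called Nrxn3, Ntm, Tgfb3 and Apoe. An intensity trend with a robust prior called Gria2 and Kcna4, quantile normalization and subtraction of array medians called Tgfb3, and only probe sets with 1 gene symbol called Gria2. The number of cells as a covariate, or leaving out the MN samples of over 200 cells, called Igfbp5. The covariate for the arrays numbered 1 and 2, chosen after the values were seen, called all 50 and dropped 0 of them, and the arrays numbered 3 to 7 alone, also chosen afterwards, called Ntm, Igfbp5 and Apoe. Calls were also lost: against 39 of the 50, the tally was 33 with the number of cells as a covariate, 31 without the MN samples of over 200 cells, 35 with quantile normalization, 37 with the offset of 32, 38 with array medians subtracted and 30 at an adjusted p under 0.05, while it was 39 over all 22 arrays and with the trend and robust prior, 41 with the replicate block, 42 with the mixture FDR and 46 with array weights, and 40 with the arrays numbered 3 to 7 alone.

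SAM called 82 probe sets against the paper's 76, and the average of the 3 counts was 55.3 against the paper's 53 in its results and 49 in its discussion. With an s0 of 0 SAM called 63. Limma called 40 with Benjamini-Hochberg adjustment and, with the paper's mixture FDR, the paper's 44. With array weights the limma count was 76 at a Benjamini-Hochberg adjusted p under 0.1, over 1.5 times the paper's 44, which is at a mixture FDR, so both the weights and the FDR method differ. The notes of the paper's Table 1 describe M as a log2 ratio, but in all 50 probe sets M equals the linear ratio, signed by direction, within 0.02, and in 0 of them the log2 difference. With an offset of 32 the signed ratio was 3.26 for Hcrtr2, 2.31 for Penk, 1.56 for Grik1, 1.35 for Htr5b, 1.12 for Glra1, -1.22 for Syn2 and -1.32 for Kcna1, where the paper gives 7.20, 3.32, 2.14, 1.66, 1.32, -1.48 and -1.52.

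In Fig. 2F the groups part along the axis drawn as the 2nd component, while on the summaries used here they parted along the first, where the share of the spread between the groups was 0.97 against 0.0694 on the second. The paper describes the housekeeping genes as varying little on the arrays. The 3' control probe sets of Gapdh and beta-actin had a log2 spread over the 22 arrays above that of 91.7% and 89.7% of probe sets, and the beta-actin 5' probe set above that of 21.1%.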

Other observations

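Of the tests reported here, only those on the arrays numbered 3 to 7 alone were chosen after the results were seen.

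Between MIX arrays, cut at random in the ventral horn, and MNs limma called 10 probe sets. The count fell to 7 with only these groups fitted and to 3 with quantile normalization. It was 13 with the number of cells as a covariate. Between MIX arrays and dCINs limma called 5, which fell to 2 with quantile normalization and rose to 68 with the number of cells as a covariate. Slc32a1 (Viaat) was higher in MIX (log2 difference 2.01, SE 0.35, adjusted p = 0.00475 from limma, 8 MIX and 7 MN arrays), as were Slc1a6 (1.32, SE 0.19, adjusted p = 0.000447) and Nptxr (1.04, SE 0.27, adjusted p = 0.097). Calcb (-1.13, SE 0.26, adjusted p = 0.0881), Sncg (-1.15), Ngfr (-1.03), Syt2 (-0.64), Syn2 (-0.48) and Kcna1 (-0.53) were lower in MIX. Against dCINs, MIX arrays were higher in Slc18a3 (2.80, SE 0.49, adjusted p = 0.0106), Nrp1 (2.00, SE 0.48, adjusted p = 0.0858), Sncg (1.27), Ngfr (1.14) and Nefl (0.66), all genes that were also higher in MNs than in dCINs.

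Of 10 measured genes for voltage-gated sodium channels, which carry the action potential, limma called none over all probe sets, 7 had a positive difference, and 3 were called higher in dCINs when adjusted over the list alone, but 0 with all probe sets of each gene and 0 with the arrays numbered 3 to 7 alone. They were Scn9a (0.31, SE 0.10), Scn1a (0.96, SE 0.36) and Scn8a (0.79, SE 0.33). The list had a median of 0.17, a camera adjusted p of 0.136 (0.296 with an estimated correlation) and a fry adjusted p of 0.0451, which was 0.0439 with the offset of 32 and 0.0515 to 0.333 in the other alternatives. Of 9 ion pump genes Atp2a2 was called and 3 were when adjusted over the list alone (camera adjusted p = 0.412, 0.536 with an estimated correlation). Of 22 genes of vesicles and release, Sv2a was higher in dCINs and Syn2 and Syt2 in MNs (2 and 2 over the list alone, with Nrxn3 added, camera adjusted p = 0.564, 0.87 with an estimated correlation). Of 17 growth factor genes none was called by limma, while over the list alone Ntf3 was higher in dCINs and Tgfb3 and Igfbp5 in MNs (camera adjusted p = 0.412, 0.87 with an estimated correlation). Of 14 growth factor and guidance receptors Nrp1 was called at its brightest probe set, also over the list alone, higher in MNs, and with all probe sets of each gene 2 probe sets were, the other that of Ngfr (camera adjusted p = 0.734, 0.87 with an estimated correlation).

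Limma called none of 20 acetylcholine receptor genes (camera adjusted p = 0.952, 0.965 with an estimated correlation), none of 5 P2X receptor genes (0.523, 0.87) and none of 10 calcium channel genes (0.87, 0.903), and 0 of each when adjusted over the list alone. Of 4 vascular markers none was called, and over the list alone the glucose transporter Slc2a1 was higher in dCINs (0.81, SE 0.30; camera adjusted p = 0.952, 0.965 with an estimated correlation). Of 10 immediate early and stress genes none was called at its brightest probe set, 1 was with all probe sets of each gene (Hspb1, higher in MNs) and 1 with quantile normalization, and over the list alone Bcl2 was higher in MNs (-0.38, SE 0.12; camera adjusted p = 0.564, 0.87 with an estimated correlation). Of 2 measured Schwann and neural crest markers none was called at its brightest probe set, also over the list alone, but Ngfr was called higher in MNs at its dimmer probe set (-2.17, SE 0.28, adjusted p = 0.000297), and with all probe sets of each gene the list had a camera adjusted p of 0.0783 (0.36 with an estimated correlation). Camera gave adjusted p-values of 0.203 for GABA and glycine handling (0.296 with an estimated correlation), 0.412 for glutamate transport (0.536) and 0.624 for the neuropeptide precursors (0.87). The directional fry test, besides the sodium channels, had adjusted p-values under 0.05 for the cytoskeletal list (3.42e-06) and for GABA and glycine handling, ionotropic and metabotropic glutamate receptors (0.016 each). Over the alternatives it stayed under 0.05 for the cytoskeletal list and, where tested, the metabotropic receptors, but reached 0.3 with the arrays numbered 3 to 7 alone for GABA and glycine handling (0.065 with the replicate block and 0.0759 without the MN samples of over 200 cells) and 0.746 with all probe sets of each gene for the ionotropic receptors, which passed only with the offset of 32 (0.0189). The fry mixed test had adjusted p-values under 0.05 for the cytoskeletal list (8.35e-11), the neuropeptide precursors (3.44e-07), serotonin receptors (0.00242), neuropeptide receptors and vesicle genes (0.00347 each), the whole receptor list (0.0198) and ionotropic glutamate receptors (0.0299). In this test the ionotropic receptors had 0.0593 with all probe sets of each gene and 0.119 without the MN samples of over 200 cells. With a mean log2 value of at least 6 they had 0.781 and the neuropeptide receptors 0.124. In the other alternatives both lists stayed under 0.05, as did the remaining lists wherever tested. Apart from the sodium channels, every list named here as under 0.05 by fry holds genes of Table 1. The paper chose those genes on these same arrays, so the fry results are not independent of that choice.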
